# The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis

**DOI:** 10.1038/s41467-021-21382-2

**Published:** 2021-02-26

**Authors:** Hélène Scheer, Caroline de Almeida, Emilie Ferrier, Quentin Simonnot, Laure Poirier, David Pflieger, François M. Sement, Sandrine Koechler, Christina Piermaria, Paweł Krawczyk, Seweryn Mroczek, Johana Chicher, Lauriane Kuhn, Andrzej Dziembowski, Philippe Hammann, Hélène Zuber, Dominique Gagliardi

**Keywords:** RNA decay, Plant molecular biology

## Abstract

Uridylation is a widespread modification destabilizing eukaryotic mRNAs. Yet, molecular mechanisms underlying TUTase-mediated mRNA degradation remain mostly unresolved. Here, we report that the Arabidopsis TUTase URT1 participates in a molecular network connecting several translational repressors/decapping activators. URT1 directly interacts with DECAPPING 5 (DCP5), the Arabidopsis ortholog of human LSM14 and yeast Scd6, and this interaction connects URT1 to additional decay factors like DDX6/Dhh1-like RNA helicases. Nanopore direct RNA sequencing reveals a global role of URT1 in shaping poly(A) tail length, notably by preventing the accumulation of excessively deadenylated mRNAs. Based on in vitro and in planta data, we propose a model that explains how URT1 could reduce the accumulation of oligo(A)-tailed mRNAs both by favoring their degradation and because 3’ terminal uridines intrinsically hinder deadenylation. Importantly, preventing the accumulation of excessively deadenylated mRNAs avoids the biogenesis of illegitimate siRNAs that silence endogenous mRNAs and perturb Arabidopsis growth and development.

## Abstract (web summary)

TUTase mediated uridylation of mRNA promotes degradation. Here, Scheer, de Almeida et al. show that Arabidopsis TUTase URT1 interacts directly with the translation inhibitor and decay factor DECAPPING5 and suppresses siRNA biogenesis by preventing accumulation of deadenylated mRNAs

## Introduction

Uridylation targets most classes of eukaryotic RNAs, from small and large noncoding RNAs (ncRNAs) to mRNAs^1–3^. Uridylation of ncRNAs can promote maturation, control stability, or abrogate activity, depending on the type of ncRNAs and its cellular context^2–4^. For mRNAs, the prevalent role of uridylation is to trigger 5′-3′ and 3′-5′ degradation^5–8^.

mRNA uridylation is preceded by deadenylation^5,6,9–12^, which is mostly achieved by the multifunctional Carbon Catabolite Repression-Negative On TATA-less (CCR4-NOT) complex^13^. Two of its core subunits are the deadenylases CCR4 and CCR4-associated factor 1 (CAF1)^13,14^. CCR4 is proposed to shorten poly(A) tails of all mRNAs while CAF1 deadenylates mRNAs with lower rates of translation elongation and poor poly(A) binding protein (PABP) occupancy^15^. Importantly, specificity factors bridge target mRNAs to the CCR4-NOT complex, thereby leading to translational repression and decay of specific mRNAs. Those specificity factors include the RNA-induced silencing complex (RISC) and several RNA binding proteins (RBPs), such as Tristetraprolin (TTP), Pumilio/fem-3 mRNA binding factor (PUF) proteins, and the YT521-B homology (YTH) domain-containing family proteins YTHDF2 and Meiotic mRNA interception protein 1 (Mmi1)^13,16–19^. In addition, the CCR4-NOT complex interacts with central regulators of translation and decapping, such as the GRB10-interacting GYF (glycine-tyrosine-phenylalanine domain) proteins (GIGYF)^20,21^ and the DExD/H-box RNA helicases DDX6, Dhh1, or Maternal expression at 31B (Me31B) in humans, yeast, and *Drosophila*, respectively^13^. DDX6 also interacts with the decapping activators Enhancer of mRNA-decapping protein 3 (EDC3), DNA topoisomerase 2-associated protein (PAT1), and Like SM homolog 14 (LSM14), also called Suppressor of clathrin deficiency (Scd6) in yeast. The binding of DDX6 to CNOT1 or to decapping activators is proposed to be mutually exclusive. A possible scenario is that a succession of interactions allows DDX6 to hand over deadenylated mRNAs to the decapping machinery^22^.

Once the CCR4-NOT complex has been recruited and the poly(A) tail has been shortened, oligo(A) tails of less than ca 25 As are frequently uridylated by terminal uridylyltransferases (TUTases) such as TUT4/7 in mammals or UTP:RNA URIDYLYLTRANSFERASE (URT1) in *Arabidopsis thaliana* (hereafter Arabidopsis)^6,11^. URT1-mediated uridylation can restore a binding site for a PABP, but its impact on mRNA stability is yet unsolved^1,4,11,12^. In fission yeast and human cultured cells, uridylation of short oligo(A) tails is proposed to favor the binding of the LSm1-7 complex, which recruits the decapping complex through the interaction with PAT1, and ultimately results in the degradation of the decapped mRNA by the 5′-3′ exoribonuclease 1 XRN1 (XRN4 in plants)^5,6,8,23^. Alternatively, U-tails can directly attract Dis3-like protein 2 (Dis3L2) or the RNA exosome to trigger 3′-5′ exoribonucleolytic decay of mRNAs^6,24^.

In this study, we show that the Arabidopsis TUTase URT1 is integrated in an interaction network comprising the deadenylation complex CCR4-NOT and other translation repressors/decapping activators, including DCP5, the plant ortholog of the translational inhibitor/decapping activator Scd6 or LSM14A. Our interactomic and functional analysis data support a model explaining how URT1-mediated uridylation prevents the accumulation of excessively deadenylated mRNAs. We also show that in absence of URT1-mediated uridylation, excessively deadenylated mRNAs can become a source of spurious siRNAs that silence endogenous mRNAs, with a negative impact on plant fitness.

## Results

### Conservation of an intrinsically disordered region (IDR) across plant URT1 orthologs

The 764-long amino acid sequence of the Arabidopsis TUTase URT1 encoded by *AT2G45620* can be divided in two regions discriminated by compositional biases and the presence of known domains (Fig. 1a). URT1’s C-terminal region contains the catalytic core domain (CCD), the typical signature of terminal nucleotidyltransferase family members. The CCD is composed of a nucleotidyltransferase domain (amino acids 434–567, Superfamily domain SCOP 81302, *E* value = 3.11 × 10^−36^) followed by a PAP-associated domain or PAP/OAS1 substrate-binding domain (amino acids 571–741, Superfamily domain SCOP 81631, *E* value = 6.8 × 10^−48^) (Fig. 1a). By contrast, the N-terminal region of URT1 (amino acids 1–433) is devoid of known domains and is characterized by a significant enrichment for P/Q/N/G (*p* value = 2.4 × 10^−18^) compared to the Arabidopsis proteome (Fig. 1a). Moreover, the whole N-terminal half of URT1 is predicted as a large IDR (Fig. 1b).

**Fig. 1:**
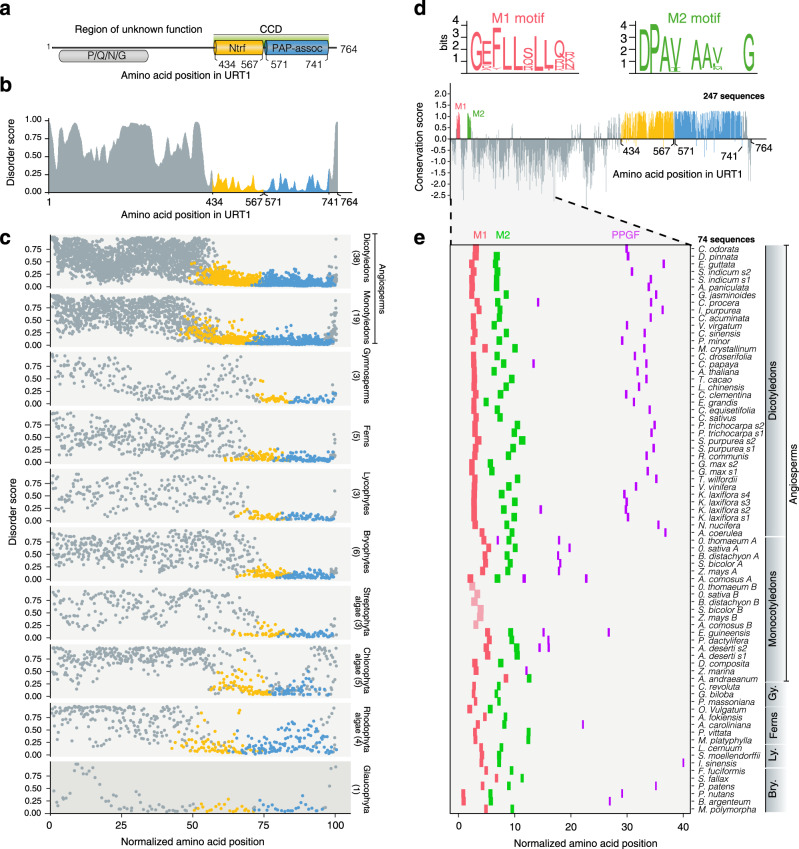
Short linear motifs are conserved in plant URT1 orthologs. **a** Domain organization of URT1. CCD catalytic core domain, Ntrf polymerase β-like nucleotidyltransferase domain, PAP-assoc Poly(A) polymerase-associated domain. The region of P/Q/N/G enrichment is indicated. Numbers refer to amino acid positions in URT1. **b** Disorder propensity of URT1 predicted by ESpritz-NMR^74^ and aggregated by FELLS^75^. **c** Disorder propensity of URT1 orthologs in Archaeplastida. The length of URT1 sequences was normalized to 100. The number of sequences considered are indicated for each group. **d** Sequence conservation of URT1 orthologs among land plants. The conservation score was calculated with ConSurf^76^ from an alignment of 247 sequence homologs of URT1 in land plants (see Supplementary Data 1) and using URT1 sequence as a reference. Consensus logos for M1 and M2 motifs are displayed in bits and were calculated from the alignment. **e** Occurrence of M1 (red), M2 (green), and PPGF (purple) motifs among URT1 orthologs of land plants. The slightly divergent M1 motif of URT1B in Poales is in light red. The length of 74 URT1 sequences was normalized to 100. The source data are available in Supplementary Data 1.

To test for the possible conservation of this IDR amongst plant URT1 orthologs, we analyzed 87 sequences (Supplementary Data 1) that were recently compiled to determine the evolutionary history of TUTases in Archaeplastida (i.e., all plants)^1^. These URT1 sequences originate from 73 species representing major groups of Archaeplastida: glaucophytes, rhodophytes (red algae), chlorophyte and streptophyte algae, bryophytes (liverworts, hornworts, and mosses), lycophytes and pteridophytes (e.g., ferns), gymnosperms (e.g., conifers and Gingko), and angiosperms (flowering plants)^1^. In all groups, we identified URT1 orthologs with a predicted N-terminal IDR (Fig. 1c). The preservation of this IDR throughout the plant cell lineage likely indicates a conserved key function.

### Short linear motifs (SLiMs) are conserved in plant URT1 orthologs

IDRs can tolerate mutations that do not affect their overall function. Indeed, the primary sequence of URT1’s IDR is highly variable between species (Fig. 1d and Supplementary Fig. 1a). Yet, two SLiMs named hereafter M1 and M2 are conserved in land plants, i.e., from bryophytes (including mosses) to flowering plants (Fig. 1d, e and Supplementary Fig. 1a). A PPGF motif is also conserved in many land plant URT1s (Supplementary Fig. 1a). Its conservation is underestimated by sequence alignment partly because of its varying positions in the IDR (Fig. 1e). Yet, a systematic search revealed that URT1 orthologs of most flowering plants and several mosses contain a PPGF motif (Fig. 1e). Poales, which are monocotyledons that include key cereal crops, are among the plants whose genome encodes two URT1 homologous sequences, URT1A and URT1B^1^. URT1A isoforms are ubiquitously expressed, as is URT1, whereas the expression of *URT1B* genes is often restricted to specific tissues^1^. Interestingly, URT1As contain the M1, M2, and PPGF motifs whereas URT1B sequences contain only a divergent M1 and lack both the M2 and PPGF motifs (Fig. 1e and Supplementary Fig. 1b). Altogether, these observations suggest a potential specialization of URT1A and URT1B. Conversely, the conservation in flowering plants of at least one URT1 ortholog with M1, M2, and PPGF motifs indicates key functions under selective pressure.

### URT1 co-purifies with translational repressors/decapping activators

The conservation of a large IDR containing SLiMs supports the possibility that URT1 interacts with one or several partners. To identify this interaction network, proteins co-purifying with URT1 (tagged with myc or YFP) expressed in *urt1* mutants were identified by LC-MS/MS analyses. To obtain a global view of URT1 RNP context, cellular extracts were cross-linked with formaldehyde before immunoprecipitation (IP) (Fig. 2a). The comparison of eight URT1 samples (representing four biological replicates) to seven control samples revealed 62 proteins significantly enriched in URT1 IPs (Fig. 2a and Supplementary Data 2). The most enriched molecular functions associated to URT1 co-purifying proteins are mRNA binding (GO:0003729) and RNA binding (GO:0003723) (Benjamini–Hochberg corrected *p* values of 4.8 × 10^−29^ and 6.1 × 10^−18^, respectively). Both categories are consistent with the known involvement of URT1 in mRNA metabolism^11,12^.

**Fig. 2:**
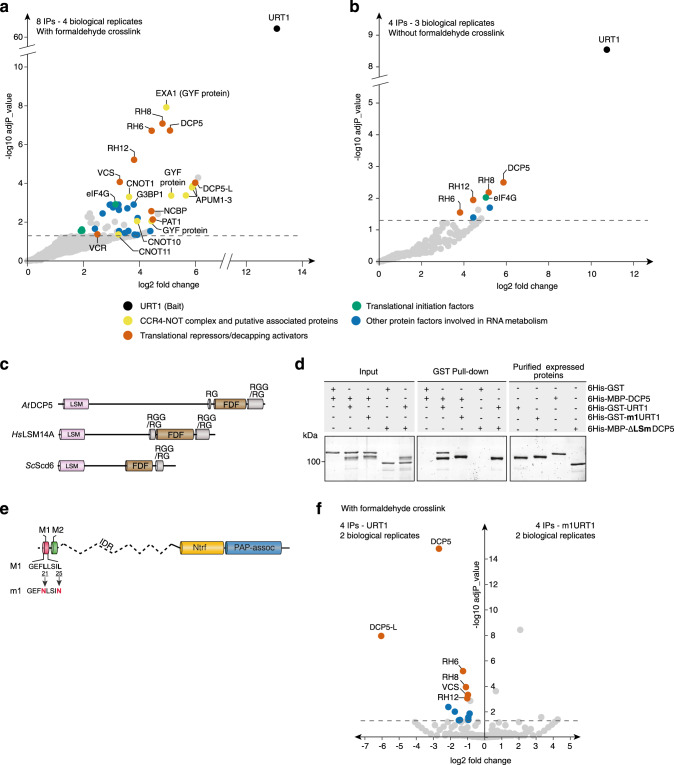
URT1 co-purifies with translational repressors/decapping activators. Enrichment of proteins co-purified with myc and YFP-tagged URT1 with formaldehyde crosslink (**a**) or without (**b**). The dashed line indicates the threshold above which proteins are significantly enriched (adjusted *p* value < 0.05, quasi-likelihood negative binomial generalized log-linear model). **c** Common domain organization of Arabidopsis (*At*) DCP5 and its human (*Hs*) and yeast (*Sc*) orthologs LSM14A and Scd6, respectively. **d** In vitro GST pull-down assay showing a direct URT1-DCP5 interaction. Pull-downs were performed in presence of RNase A with the recombinant proteins 6His-GST, 6His-GST-URT1, 6His-MBP-DCP5, 6His-GST-m1URT1, and 6His-MBP-∆LSmDCP5. Pull-down and input fractions were analyzed by SDS-PAGE and SYPRO Ruby staining. **e** Diagram illustrating the point mutations in m1URT1 construct. **f** Volcano plot showing proteins differentially enriched (log2 fold change > 0) or depleted (log2 fold change < 0) in myc-tagged m1URT1 versus myc-tagged URT1 IPs. The dashed line indicates the significant threshold (adjusted *p* value < 0.05, quasi-likelihood negative binomial generalized log-linear model). Dot color code is as in **a**. The source data are available in Supplementary Data 2, at [https://www.ebi.ac.uk/pride/archive/projects/PXD018672] and at [10.17632/ybcvvmtcn9.3].

The most significantly enriched protein co-purifying with URT1 is ESSENTIAL FOR POTEXVIRUS ACCUMULATION 1 (EXA1) encoded by *AT5G42950* and also named GYN4, PSIG1, and MUSE11^25–28^. The two closest EXA1 homologs (*AT1G27430* and *AT1G24300*) are also significantly enriched in URT1 IPs (noted GYF protein in Fig. 2a and Supplementary Data 2a). EXA1 is a GYF domain-containing protein, orthologous to human and Drosophila GRB10-interacting GYF domain proteins (GIGYF). GIGYF proteins interact with the deadenylation complex CCR4-NOT and several translational repressors or decapping activators such as the 5′ cap-binding protein eIF4E-Homologous Protein (4EHP), the RNA helicase DDX6/Me31B, and the decapping activator PAT1^20,21^. Interestingly, orthologs of all known GIGYF interactors are also significantly enriched in URT1 IPs alongside EXA1. They include subunits of the CCR4-NOT complex like CNOT1, CNOT10, and CNOT11 (*AT1G02080*, *AT5G35430*, and *AT5G18420*, respectively), the 4EHP ortholog called new cap-binding protein (nCBP) (*AT5G18110*), PAT1 (AT1G79090) and the DDX6-like RNA helicases RH6, RH8, and RH12 (*AT2G45810*, *AT4G00660,* and *AT3G61240*, respectively). These results raise the possibility that the chain of interactions described for GIGYF is conserved for EXA1 in Arabidopsis and that URT1 is connected to these factors, including the CCR4-NOT complex.

Another translational repressor/decapping activator highly enriched in URT1 IPs is DECAPPING5 (DCP5) encoded by *AT1G26110* (Fig. 2a and Supplementary Data 2a). The known interactants of the human DCP5 ortholog LSM14 are EDC4, the DDX6 RNA helicases, and the eIF4E-binding protein 4E-T^29^. There is no 4E-T ortholog in Arabidopsis. However, both VARICOSE (VCS), ortholog to EDC4 and encoded by *AT3G13300*, and the aforementioned DDX6-like RNA helicases (RH6, RH8, and RH12) are enriched in URT1 IPs. Of note, DECAPPING 5-LIKE (DCP5-L, *AT5G45330*) and VARICOSE-RELATED (VCR, *AT3G13290*), homologs of DCP5 and VCS, respectively, are also significantly enriched in URT1 IPs (Fig. 2a and Supplementary Data 2).

Repeating the IP experiments without formaldehyde crosslink revealed a much simpler interactome with DCP5, RH6, RH8, RH12, and the translation initiation factor eIF4G (AT3G60240) among the most enriched proteins (Fig. 2b and Supplementary Data 2b). A DCP5-eIF4G interaction has not yet been reported, but the yeast DCP5 ortholog Scd6 does interact with eIF4G via its C-terminal RGG repeats^30^, which are also present in DCP5 and LSM14A (Fig. 2c).

Altogether, our IP results indicate that URT1 is integrated into interaction networks connecting translational repressors and decapping activators, including DCP5.

### The SLiM M1 mediates a direct interaction between DCP5 and URT1

DCP5 is the most enriched protein in mycURT1 IPs without crosslinking (Fig. 2b and Supplementary Data 2b) and reciprocally, URT1 co-purifies with DCP5 tagged with GFP and expressed at endogenous levels (Supplementary Fig. 2a). DCP5 contains a LSm domain, and the LSm domain-containing proteins LSM14, Scd6, and Edc3 interact with helical leucine-rich motifs (HLMs)^31^, which resemble URT1’s M1 motif (Fig.1d). We therefore suspected a direct DCP5-URT1 interaction. Indeed, in vitro pull-down experiments in presence of RNase A confirmed a direct interaction between 6His-GST-URT1 and 6His-MBP-DCP5 (Fig. 2d). This direct interaction requires the M1 motif because a mutated version of URT1, in which leucines 21 and 25 in M1 are mutated into asparagines (6His-GST-m1URT1) (Fig. 2e) failed to pull down DCP5 (Fig. 2d). Furthermore, 6His-GST-URT1 cannot pull down 6His-MBP-∆LSmDCP5, indicating that the LSm domain of DCP5 is necessary for the URT1-DCP5 interaction (Fig. 2d). Additional assays confirmed that 6His-GST-URT1^1–40^ (i.e., the 40 first aminoacids of URT1 containing the M1 motif but not the M2 motif and fused downstream of 6 histidines and GST) is sufficient to pull down 6His-MBP-DCP5^LSm^ (i.e., DCP5’s LSm domain fused downstream of 6 histidines and MBP). As expected, this interaction is abolished by mutating the M1 motif (Supplementary Fig. 2b). By contrast, mutating the M2 motif has no impact on the URT1-DCP5 pull-down assays (Supplementary Fig. 2c). Altogether, these data reveal that URT1 can directly bind to DCP5 via an interaction between URT1’s conserved M1 motif and DCP5’s LSm domain.

To test how M1 impacts the URT1 interactome in planta, URT1-myc or m1URT1-myc were expressed in *urt1-1* mutant plants and used as baits in IPs following formaldehyde crosslink. Interestingly, the six proteins most significantly depleted by mutating the M1 motif are DCP5, DCP5L, RH6, RH8, VCS, and RH12 (Fig. 2f and Supplementary Data 2c). We conclude from these experiments that the conserved SLiM M1 connects URT1 to DCP5 (and possibly DCP5L), which recruits additional translation repressors or decapping activators such as VCS or the Dhh1/DDX6-like RNA helicases, RH6, RH8, and RH12.

### Ectopic expression of URT1 remodels poly(A) tail profiles

To investigate the molecular function of URT1-mediated mRNA uridylation and test the potential role of the M1 and M2 motifs, we first determined how the ectopic expression of URT1-myc or m1m2URT1-myc affects the expression of a *GFP* reporter mRNA co-expressed in *Nicotiana benthamiana* leaves. To prevent transgene-induced silencing, the silencing suppressor P19 was co-expressed in all experiments and will not be further mentioned. The *GFP* reporter was co-expressed without URT1 (ctrl) or with either one of two catalytically impaired versions of URT1, URT1^D491/3A^, or URT1^P618L^ (see Fig. 3a for a schematic representation of the different URT1 versions). URT1^D491/3A^ is fully inactivated by the mutations of catalytic residues^11^ whereas the uridylating activity of URT1^P618L^ mutant is strongly affected, but not abrogated^32^.

**Fig. 3:**
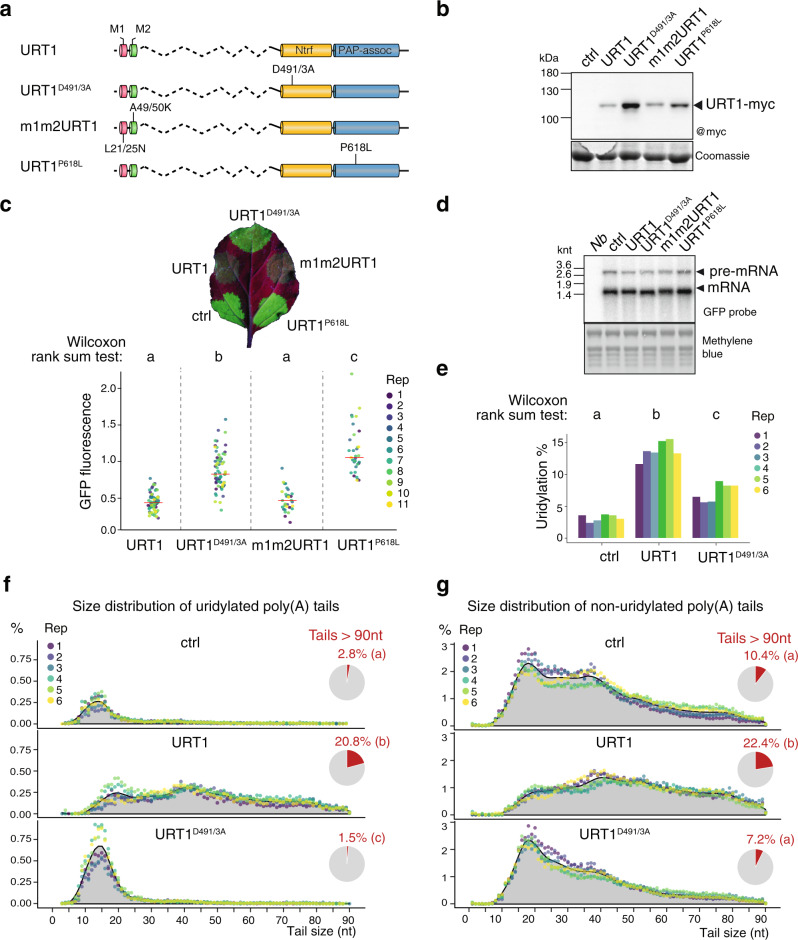
Ectopic expression of URT1 remodels poly(A) tail profiles. **a** Domain organization and mutations of different URT1-myc versions transiently expressed in *N. benthamiana* leaf patches. Legend as in Fig. 1a. **b** Western blot analysis of URT1-myc expression. **c** Representative *N. benthamiana* leaf under UV light to detect the expression of the GFP reporter co-expressed with the different URT1-myc versions (top). Quantification of GFP fluorescence of the different patches relative to control (ctrl) for 11 independent replicates (bottom). **d** Northern blot analysis of the steady-state level of *GFP* mRNAs. The arrows indicate unspliced and mature forms of *GFP* mRNAs. **e** Uridylation percentage of *GFP* reporter mRNAs for six biological replicates. **f**, **g** Distribution profiles of *GFP* mRNA poly(A) tail sizes. The percentages of sequences were calculated for six biological replicates for uridylated (**f**) and homopolymeric poly(A) tails (non-uridylated) (**g**) tails from 1 to 90 nucleotides. The percentages were calculated using the total number of sequences with tails from 1 to 90 nucleotides. Individual points are color-coded for each replicate and the average of all replicates is indicated as a gray area. The pie charts represent the average proportion of tails longer than 90 nucleotides. Letters in (**c**, **e**–**g**) represent significant statistical *p* value (two-tailed Wilcoxon rank-sum test, *n* = 11 (**c**) and *n* = 6 (**e**–**g**)). Exact *p* values are indicated in Supplementary Data 3e. The source data are available in Supplementary Data 3, at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148409] and at [10.17632/ybcvvmtcn9.3].

Both active and inactive URT1 versions were expressed as full-length proteins (Fig. 3b). Yet, the inactive versions of URT1 are systematically more expressed as compared with active ones, which is important for the interpretation of the results presented hereafter. GFP expression levels were monitored by UV illumination of infiltrated leaf patches. Leaf patches expressing catalytic inactive versions of URT1 showed GFP levels similar to controls. By contrast, the GFP fluorescence was systematically decreased upon expression of active versions of URT1 with either wild-type or mutated M1 and M2 motifs (Fig. 3c). Thus, GFP repression requires URT1’s activity but obviously neither the M1 nor the M2 motif. We do not know at present whether GFP repression is a direct consequence of *GFP* mRNA uridylation, or due to an indirect effect of URT1 ectopic overexpression. Of note, GFP repression is not the consequence of a lower expression of the silencing suppressor P19 because similar results were obtained with *N. benthamiana* plants silenced for RDR6, a key component of transgene-induced post-transcriptional silencing (PTGS) (Supplementary Fig. 3a). Remarkably, the decrease in GFP expression was not due to lower amounts of *GFP* mRNAs, because similar steady-state levels of *GFP* mRNAs were detected in patches expressing active or inactive URT1 (Fig. 3d). Yet, expression of the inactive URT1^D491/3A^ resulted in a slight, but systematic, shift in the migration of *GFP* mRNAs detected by northern blots (Fig. 3d). To investigate the reason for this small size shift and to determine the molecular impact of ectopic URT1 expression on *GFP* mRNA tails, those mRNAs were investigated by 3′RACE-seq. A primer was ligated to RNA 3′ extremities and used to initiate cDNA synthesis. The 3′ region of *GFP* reporter mRNAs (including the poly(A) tail and eventually non-A nucleotides) was PCR-amplified and *GFP* amplicons from six independent biological replicates were sequenced in two MiSeq runs (Supplementary Data 3a, b). In control patches, *GFP* mRNAs had a mean uridylation level of 3.2% and uridylation occurred mostly on *GFP* mRNAs with 10-25 As (ctrl in Fig. 3e, f). This mRNA population with oligo(A) tails of 10–25 As will be later referred to as oligoadenylated mRNAs. The *GFP* mRNA uridylation pattern resembles the ones typically observed for Arabidopsis mRNAs^10–12^ and we propose that this basal uridylation level is performed by the *N. benthamiana* URT1 ortholog. As expected, *GFP* mRNA uridylation levels increased upon ectopic expression of URT1-myc and reached up to 15% (Fig. 3e). Interestingly, the size distribution profile for uridylated tails was markedly modified by the ectopic expression of URT1-myc, which resulted in the uridylation of large poly(A) tails up to 90 As (Fig. 3f). Moreover, the number of uridylated tails longer than 90 As was also significantly higher upon ectopic expression of URT1 as compared to the control samples or leaf patches expressing inactive URT1 (pie charts in Fig. 3f). Thus, URT1 can uridylate long poly(A) tails when ectopically expressed, demonstrating that deadenylation is not a pre-requisite for uridylation.

Strikingly, URT1 ectopic expression also affected the size distribution of homopolymeric poly(A) tails (called non-uridylated poly(A) tails hereafter and in all figures). Indeed, non-uridylated poly(A) tails in samples expressing wild-type URT1 showed a clear decrease of the 16–20 peak and an accumulation of larger poly(A) tails as compared to control samples (Fig. 3g and Supplementary Fig. 3b). This accumulation is due to the uridylation activity of URT1, as it is not observed for URT1^D491/3A^ (Fig. 3g), despite the higher expression levels of the inactive protein (Fig. 3b).

Another somehow counterintuitive observation was that overexpression of inactive URT1^D491/3A^ resulted in increased *GFP* mRNA uridylation as compared to control samples (Fig. 3e). This increased uridylation corresponds to the specific over-accumulation of uridylated oligoadenylated *GFP* mRNAs as compared to control samples (Fig. 3f). We hypothesized that inactive URT1^D491/3A^ overexpressed to high levels (Fig. 3b) may sequester decay factors, thereby impeding the degradation of uridylated oligoadenylated mRNAs. The resolution of the URT1 interactome in Arabidopsis hinted that the M1 motif could participate in sequestering decay factors. Therefore, we tested whether the accumulation of oligoadenylated *GFP* mRNAs upon ectopic overexpression of URT1^D491/3A^ requires the M1 motif. To do so, we co-expressed the reporter *GFP* mRNAs with URT1, URT1^D491/3A^, m1URT1^D491/3A^, m2URT1^D491/3A^, or m1m2URT1^D491/3A^ (see Fig. 4a for a schematic representation of the different URT1 versions). As previously noted, URT1 inactive versions were expressed more highly than active URT1 (Fig. 4b). We then analyzed *GFP* mRNA tailing profiles by 3′RACE-seq. In line with our previous results, the ectopic expression of URT1 resulted in much longer poly(A) tails for both uridylated and non-uridylated *GFP* mRNAs (Fig. 4c, d, respectively), and uridylated oligoadenylated *GFP* mRNAs accumulated upon URT1^D491/3A^ expression (Fig. 4c). Interestingly, the accumulation of uridylated oligoadenylated *GFP* mRNAs was reduced by mutating the M1, but not the M2 motif (Fig. 4c). This observation supports the idea that overexpressed URT1^D491/3A^ sequesters a factor(s) involved in the turnover of uridylated oligoadenylated mRNAs through an interaction involving the M1 motif. Indeed, the comparison of MS data for seven URT1^D491/3A^ versus eight m1-URT1^D491/3A^ IPs revealed that URT1^D491/3A^ co-purifies with *N. benthamiana* decay factors including DCP5 homologs and that this interaction requires the M1 motif (Supplementary Fig. 3c, d).

**Fig. 4:**
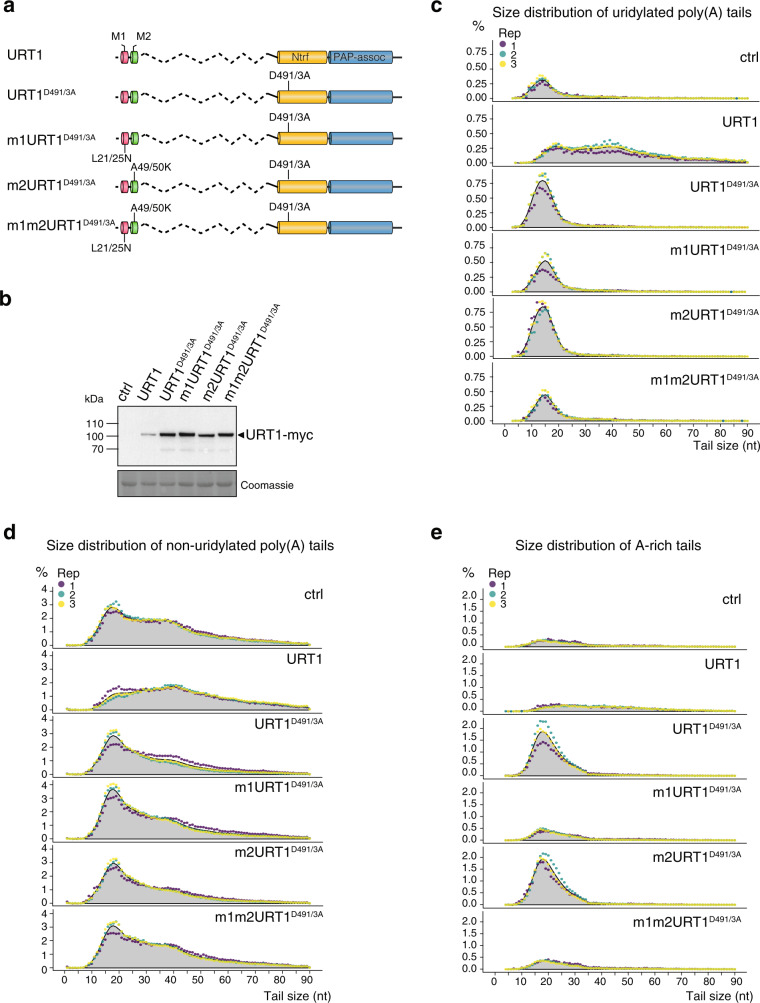
Accumulation of oligo(A) uridylated and A-rich-tailed *GFP* mRNAs upon overexpression of URT1^D491/3A^ requires the M1 motif. **a** Domain organization and mutations of URT1-myc versions. **b** Western blot analysis of URT1-myc expression. **c**–**e** Distribution profiles of *GFP* mRNA poly(A) tail sizes. The percentages of sequences were calculated for three biological replicates for uridylated (**c**), non-uridylated (**d**) and A-rich (**e**) tails from 1 to 90 nucleotides. The percentages were calculated using the total number of sequences with tails from 1 to 90 nucleotides. Individual points are color-coded for each replicate and the average of all replicates is indicated as a gray area. The source data are available in Supplementary Data 3, at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148409] and at [10.17632/ybcvvmtcn9.3].

Finally, we noted that poly(A) tails interspersed with non-A ribonucleotides, subsequently called A-rich tails, accumulated in URT1^D491/3A^ samples. This accumulation is strictly dependent on the presence of the M1 motif in overexpressed URT1^D491/3A^ (Fig. 4e and Supplementary Fig. 3e). Of note, only few A-rich tails are detected in control or URT1 samples, and they could have been considered as possible experimental artefacts. However, their dramatic accumulation in URT1^D491/3A^ provides compelling evidence that these A-rich tails are produced in vivo. Either A-rich tails are constitutively produced but do not accumulate in wild-type plants, or their production is induced by overexpressing M1-containing URT1^D491/3A^. Their simultaneous accumulation with uridylated and oligoadenylated mRNAs, triggered by overexpressing URT1^D491/3A^ versions that contains the M1 motif, suggests that these tails mark mRNAs undergoing degradation.

Taken altogether, those data confirm that URT1 connects decay factors through the M1 motif and, more importantly, reveal that the ectopic overexpression of URT1 remodels the poly(A) tails of *GFP* reporter mRNAs toward larger sizes.

### Effects of URT1 ectopic expression on tailing of endogenous *PR2* mRNAs

We abstained from tethering URT1 to the *GFP* reporter mRNA because URT1 is a distributive TUTase^11^ and tethering would likely entail the synthesis of longer poly(U) tails as compared to the wild-type situation. In our experimental design, the number of uridines added to *GFP* mRNAs is similar between control and URT1 samples (Supplementary Fig. 3f). Because ectopically expressed URT1 is not tethered to the reporter mRNAs, it potentially uridylates also endogenous mRNAs. To test this possibility, endogenous mRNAs encoding PATHOGENESIS-RELATED PROTEIN 2 (PR2), were analyzed by 3′RACE-seq. *PR2* mRNAs were chosen because the agroinfiltration procedure triggers *PR2* expression (Supplementary Fig. 4a). Unlike for *GFP* mRNAs, overexpression of URT1^D491/3A^ led to increased levels of *PR2* mRNAs (Supplementary Fig. 4a). Either overexpression of URT1^D491/3A^ induces *PR2* transcription at a higher level, or URT1^D491/3A^ overexpression impairs *PR2* mRNA turnover. In line with the *GFP* mRNA results, URT1 ectopic expression increased *PR2* uridylation levels, resulted in the uridylation of longer poly(A) tails, and led to the accumulation of *PR2* mRNAs with longer poly(A) tails as compared to the control samples (Supplementary Fig. 4b–d). Moreover, URT1^D491/3A^ overexpression led to the accumulation of oligoadenylated uridylated *PR2* mRNAs, as well as to the accumulation of *PR2* mRNAs with A-rich tails (Supplementary Fig. 4b, c, e). Altogether, these data indicate that URT1 ectopic expression has a similar impact on tail sizes on both the reporter *GFP* mRNAs and the endogenous *PR2* mRNAs.

### URT1-mediated uridylation shapes poly(A) tails in Arabidopsis

If the shift toward larger poly(A) tail sizes induced by URT1 overexpression reflects bona fide molecular functions of this TUTase, the opposite effect should be observed in *urt1* mutants. We therefore compared global poly(A) tail profiles between three biological replicates of wild-type and *urt1* plants using nanopore direct RNA sequencing (DRS). Although DRS does not yet allow to detect mRNA uridylation, it is well suited for measuring poly(A) tail sizes, including long ones. The nanopore DRS analysis revealed the impact of URT1 on poly(A) tail size distributions with a clear shift of the distribution toward short oligo(A) tails in *urt1* samples (Fig. 5a). This accumulation of deadenylated mRNAs is observed for both bulk and intergenic poly(A) tail size distributions, thereby reflecting a robust effect.

**Fig. 5:**
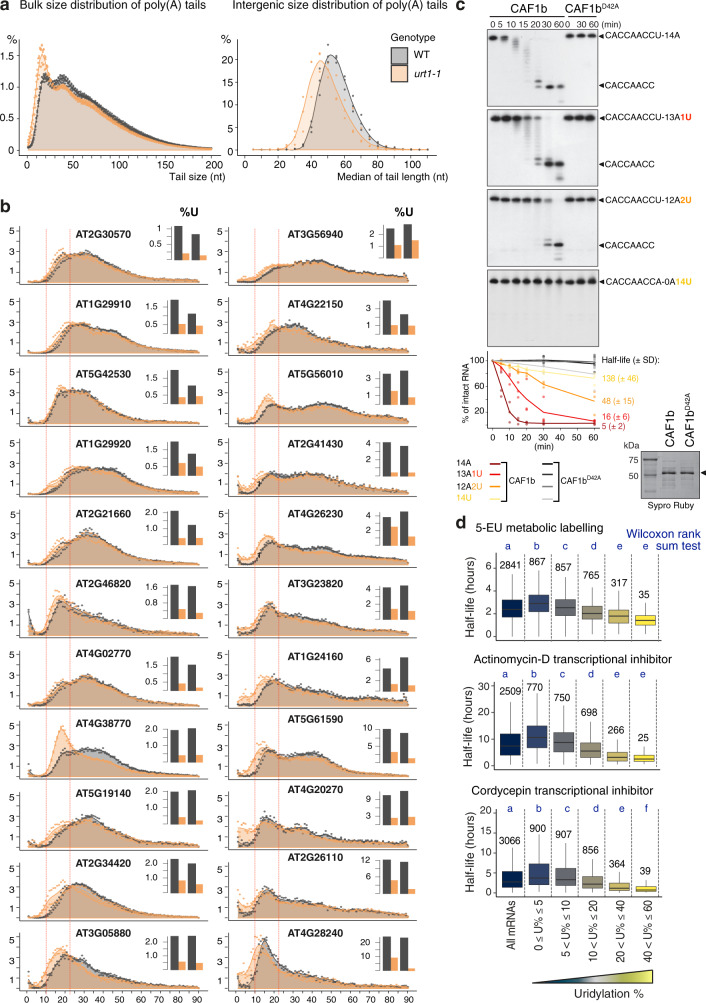
URT1-mediated uridylation shapes poly(A) tails in Arabidopsis. **a** Global mRNA poly(A) profiles determined by nanopore DRS for WT and *urt1-1* plants. Individual points are shown for three biological replicates for WT (gray) and *urt1-1* (orange) and the respective average is indicated as a colored area, both for bulk (right) and intergenic (left) poly(A) size distribution. **b** Distribution profiles of poly(A) tail sizes determined by 3′RACE-seq for 22 mRNAs in WT (gray) and *urt1-1* (orange). The panels for the 22 mRNAs were ranked according to their uridylation levels in wild-type plants. The percentages of sequences were calculated for tails from 1 to 90 nt for two biological replicates. Tail length includes poly(A) stretches and eventual 3′ terminal uridines. Dashed lines indicate the 10 and 25 nt tail sizes. Small bar plots display the uridylation percentage in WT and *urt1-1* for each mRNA. **c** Deadenylation assay. Wild-type and mutated 6His-GST-CAF1b proteins (indicated by an arrow on the Sypro Ruby stained SDS-PAGE gel shown at the bottom of **c**) were incubated with 5′-labeled RNA substrates containing either an oligo(A) stretch and 0, 1, or 2 uridines, or 14 terminal uridines as indicated on the top right of each panel. The graph represents the disappearance of intact RNA substrates. Half-lives (±SD) are indicated for each RNA substrate in minutes (see Supplementary Fig. 5b). **d** Boxplot analysis comparing mRNA half-lives as determined by 5-EU metabolic labeling^37^, transcription inhibition by actinomycin D^35^ or cordycepin^36^ vs. the percentage of mRNA uridylation in WT. Boxplot displays the median, first and third quartiles (lower and upper hinges), the largest value smaller and the smallest value larger than 1.5 interquartile (upper and lower whiskers). Uridylation percentages were measured by TAIL-seq. Datasets from three biological replicates were pooled. Numbers and letters above the boxplot represent the number of mRNAs for each category and significant statistical *p* values (two-tailed Wilcoxon rank-sum test), respectively. Exact *p* values are indicated in Supplementary Data 5b. The source data are available in Supplementary Data 3–5 and at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148406].

We then used the 3′RACE-seq method to precisely compare polyadenylation and uridylation profiles for 22 mRNAs analyzed in two biological replicates of wild-type and *urt1* plants. Those mRNAs were selected because they have various uridylation levels ranging from 1 to 24 % (Fig. 5b), and quite distinct poly(A) tail profiles (for instance compare *AT2G30570* and *AT4G28240*, the first and last genes shown in Fig. 5b, respectively). In agreement with our previous studies^11,12^, mRNA uridylation levels drop in *urt1* mutants (bar plots in Fig. 5b), and uridylation tags mostly oligoadenylated mRNAs, i.e., mRNAs with tails of <25As (Supplementary Fig. 5). Yet, longer poly(A) tails can also get uridylated, albeit to low levels (Supplementary Fig. 5). In line with the DRS data, the profiles for poly(A) tails are modified upon loss of URT1: a slight shift toward smaller poly(A) tails is frequently observed in *urt1* (Fig. 5b). The changes in poly(A) tail profiles can be split in two effects. First, the *urt1* mutant accumulates oligoadenylated mRNAs with oligo(A) tails of 10–25 As for most of the analyzed mRNAs. This effect is particularly obvious for *AT4G38770* mRNAs, whose poly(A) tail profile is strongly impacted by loss of URT1, despite its apparently low uridylation frequency in wild type (Fig. 5b). Second, excessively deadenylated mRNAs (with tails of <10 As) accumulate in *urt1* mutants. Interestingly, the accumulation of mRNAs with tails <10 is more often observed for highly uridylated mRNAs (Fig. 5b). Hence, URT1 prevents the accumulation of excessively deadenylated mRNAs.

Two hypotheses could explain that poly(A) tails are shortened in *urt1* mutants (and conversely, shifted toward longer sizes upon URT1 overexpression in *N. benthamiana* leaves). First, uridylation by URT1 could impede deadenylation, thereby slowing down the production of oligoadenylated mRNAs. Second, URT1 could trigger the degradation of oligoadenylated mRNAs, thereby shifting the distribution toward longer poly(A) tails. Importantly, those possibilities are not mutually exclusive.

We first used in vitro assays to test whether uridylation could impede deadenylation. The Arabidopsis genome encodes two CCR4 and 11 CAF1 homologs. CAF1s are classified in three groups based on phylogenetic analyses^33^. CAF1 from group A (CAF1a and CAF1b) and group C (CAF1h–k) have been proposed to interact with NOT1, the scaffold protein of the CCR4-NOT complex^33^. We purified recombinant CCR4s and the CAF1 proteins from group A and C and tested their deadenylase activity in vitro. For unknown reasons, only CAF1b had a robust deadenylase activity under the various biochemical conditions tested. Therefore, CAF1b was used to test the intrinsic influence of uridylation on its deadenylation activity. A catalytic mutant CAF1b^D42A^ was used as a negative control. CAF1b and CAF1b^D42A^ were incubated with radiolabeled RNA substrates containing either 14 3′ terminal As, 13 As and 1 U, 12 As and 2 Us, or 14 Us. As expected, CAF1b fastly degraded the oligo(A) tail whereas it was markedly inhibited by 14 Us (Fig. 5c). Interestingly, the presence of a single 3′ terminal uridine delayed the degradation of the oligo(A) tail (Fig. 5c). Two 3′ terminal uridines even further impeded CAF1b activity (Fig. 5c). Therefore CAF1b activity is slowed down by the presence of a limited number of 3′ terminal uridines, but not fully inhibited. Whether this intrinsic feature is maintained upon plant CCR4-NOT complex assembly is unknown yet. Of note, the CAF1 activity within a fully reconstituted *S. pombe* CCR4-NOT complex is also slowed down by 3′ terminal uridines, albeit to a lesser extent than by guanosines and cytidines^34^. The fact that uridylation can intrinsically impede deadenylation explains, at least partly, why overexpression of URT1 in *N. benthamiana* leaves results in the accumulation of long poly(A) tails (Figs. 3 and 4) and why loss of URT1 in Arabidopsis results in the accumulation of excessively deadenylated mRNAs, especially of mRNAs with a high uridylation level (Fig. 5b).

The second possibility to explain the change of poly(A) tail profiles in *urt1* mutants is that URT1-mediated uridylation triggers the degradation of its main targets, i.e., deadenylated mRNAs. This possibility is in line with the primordial role of mRNA uridylation, mostly investigated in *S. pombe* and mammals^5–7^. We have previously shown in Arabidopsis that 90% of uncapped *LOM1* mRNAs are uridylated, whereas only 1% of capped *LOM1* mRNAs have terminal uridines^11^. Those uncapped and uridylated mRNAs are unstable and were detected only in a *xrn4* mutant, in which cytosolic 5′-3′ RNA degradation is compromised. Those data already suggested a link between uridylation and decay in Arabidopsis, at least for *LOM1* mRNAs. Yet, a global relationship between uridylation and decay rates was not yet reported in plants. To this end, we first generated TAIL-seq libraries for three biological replicates of Col-0 plants to rank mRNAs according to their uridylation levels (Supplementary Data 5). This dataset was then compared with three independent datasets reporting transcriptome-wide mRNA half-lives in Arabidopsis^35–37^. Despite the poor correlation between the three datasets^37^, we found for each comparison that the higher the propension of an mRNA to get uridylated, the shorter its half-life (Fig. 5d). This analysis reveals a robust link between uridylation and the propension of mRNAs to be degraded, similar to what has been reported in humans^6^.

Even though a causal relationship between uridylation and mRNA decay has yet to be demonstrated in Arabidopsis and many molecular details remain to be solved to fully understand how URT1-mediated uridylation influences mRNA decay, the data presented here unequivocally show that URT1 shapes the global poly(A) tail profile in Arabidopsis and prevents the accumulation of excessively deadenylated mRNAs.

### URT1-mediated uridylation prevents the production of spurious siRNAs targeting mRNAs

The accumulation of excessively deadenylated mRNAs in *urt1* mutants has no major effect on Arabidopsis growth and development, at least when plants are grown in standard conditions. Yet, introgressing the *urt1* mutation into an *xrn4* background, lacking the main cytosolic 5′-3′ exoribonuclease, had a detrimental impact on development (Fig. 6a, b and Supplementary Fig. 6): 6.5-week-old *urt1-1 xrn4-3* plants failed to set new leaves (Fig. 6a), and 9.5-week-old *urt1-1 xrn4-3* plants had severely impaired statures as compared to control plants or single mutants (Fig. 6a). Moreover, *urt1-1 xrn4-3* double mutants failed to develop inflorescences when grown under 12/12 (day/night) conditions (Fig. 6b).

**Fig. 6:**
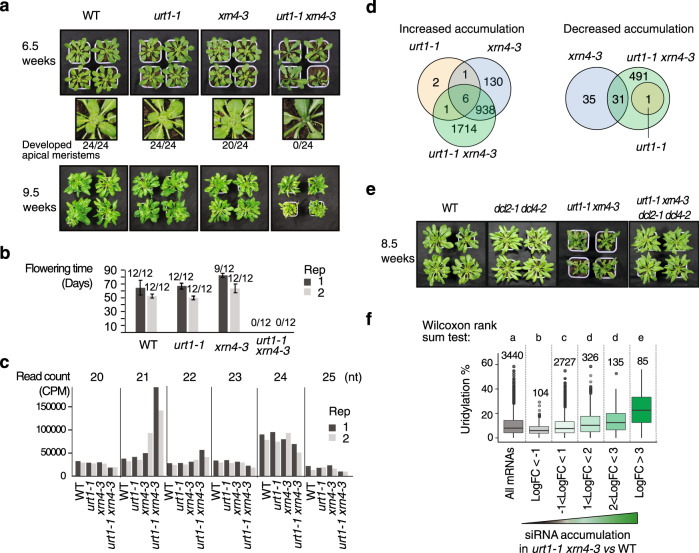
URT1-mediated uridylation prevents the production of spurious siRNAs targeting mRNAs. **a** Rosettes of WT, *urt1-1*, *xrn4-3*, and *urt1-1 xrn4-3* plants. Numbers below the enlarged images of the rosette center indicate the ratio of normally developed shoot apical meristem to total numbers of plants. **b** Flowering time of WT, *urt1-1*, *xrn4-3*, and *urt1-1 xrn4-3* defined as the number of days from seed sowing until the opening of the first flower. Bar plots show the mean (±SD) of the flowering time measured for twelve plants of two biological replicates. Individual points are shown for each plants. Numbers of flowering plants/total number of plants are indicated above each bar plot. Plants in (**a**, **b**) were grown in 12-h light/12-h darkness photoperiod. **c**, **d** Small RNA-seq analyses performed for two biological replicates from 24-day-old seedlings grown in vitro in 12-h light/12-h darkness photoperiod. **c** Bars plot show the number of 21–25-nt reads as counts per million (CPM) that map to mRNAs in WT, *urt1-1*, *xrn4-3*, and *urt1-1 xrn4-3*. **d** Venn diagrams show the number of mRNAs for which siRNA levels differentially increased or decreased in *urt1-1* (orange), *xrn4-3* (blue), and *urt1-1 xrn4-3* (green) when compared to WT. **e** Rosettes of WT, *dcl2-1 dcl4-1*, *urt1-1 xrn4-3*, and *dcl2-1 dcl4-1 urt1-1 xrn4-3* plants grown in 12-h light/12-h darkness photoperiod. **f** Boxplot analysis comparing the percentage of mRNA uridylation in WT vs. the accumulation of siRNAs in *urt1-1 xrn4-3*. Boxplot displays the median, first and third quartiles (lower and upper hinges), the largest value smaller and the smallest value larger than 1.5 interquartile (upper and lower whiskers). Uridylation percentages were measured by TAIL-seq. Datasets from three biological replicates were pooled. Numbers and letters above the boxplot represent the number of mRNAs for each category and significant statistical *p* values (two-tailed Wilcoxon rank-sum test), respectively. Exact *p* values are indicated in Supplementary Data 5b. The source data are available in Supplementary Data 5 and 6, and at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148449] and [10.17632/ybcvvmtcn9.3].

The accumulation of RNA decay intermediates such as uncapped and excessively deadenylated mRNAs can be deleterious in plants because such aberrant mRNAs can erroneously trigger the biogenesis of siRNAs^38–43^. Because some illegitimate siRNAs are produced in an *xrn4* mutant^38^, we checked whether *urt1-1 xrn4-3* growth and developmental defects are linked to an increased biogenesis of spurious siRNAs. 

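Small RNA libraries of WT plantlets, of both single mutants, *urt1-1* and *xrn4-3*, and of the double mutant *urt1-1 xrn4-3* were sequenced with 2 biological replicates per genotype, 8 libraries in all. The plantlets, of the Col-0 accession, were kept for 24 days in vitro with 12 h of light at 22 °C and 12 h of darkness at 18 °C. The *urt1-1* mutant lacks the TUTase URT1, which adds uridines to the 3′ ends of mRNAs, and the *xrn4-3* mutant lacks the exoribonuclease XRN4, which degrades uncapped mRNAs from the 5′ end. Libraries were made from 3 µg of DNase-treated RNA with size selection between 18 and 30 nt. The authors trimmed the adapter, kept reads of 14 to 30 nt, mapped them to TAIR10 with up to 1 mismatch, discarded reads with more than 50 mapping loci and kept the best alignment(s) of each read. They then counted the reads on each annotated mRNA locus with the default settings of BEDTools, so that a read with several equally good alignments could count at several loci. They deposited the raw count of each library at 24859 mRNA loci of the TAIR10 annotation. Counted reads came to 14635404 and 9895132 in the WT libraries and to 6927828 and 6045353 in the *urt1-1* libraries. They came to 7637546 and 9446487 in the *xrn4-3* libraries and to 14740477 and 30064224 in the *urt1-1 xrn4-3* libraries. The paper's own totals for the differential analysis (Supplementary Data 6a) lie between 5928924 and 29351093 reads per library, and the values given here rest on the totals of the deposited counts. Read sizes were not analysed here, so all counts cover every size from 14 to 30 nt. To compare genotypes, the negative binomial log-linear model of edgeR was fitted to all 8 libraries after TMM normalization and edgeR's default filter on low counts, which left 24722 loci. Genotypes were compared by the likelihood ratio test with Benjamini-Hochberg adjustment at an adjusted p of 0.05, and the quasi-likelihood test of edgeR, which allows for the uncertainty of the dispersion, is given beside it. The common dispersion was 0.106, a biological coefficient of variation of 0.325. Between the 2 replicates of a genotype, Pearson's r of log2 CPM across the tested loci was 0.946 for WT, 0.944 for *urt1-1*, 0.904 for *xrn4-3* and 0.937 for *urt1-1 xrn4-3*, where loci are not independent replicates. Libraries of different genotypes were in part closer to each other. The r of *xrn4-3* replicate 2 was 0.929 and 0.921 with the *urt1-1 xrn4-3* libraries, above that with *xrn4-3* replicate 1, and the r of WT replicate 1 with *urt1-1* replicate 1 was 0.962.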

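The total of small RNA reads on mRNA loci was first compared between genotypes, relative to the genome-mapped reads that the paper gives for each library (Supplementary Data 6a). Of every 1000000 mapped reads, 138553 and 195962 were counted on mRNA loci in the WT libraries, with a mean of 167258 ± 40594 (SD, n = 2). The mean was 157905 ± 5122 (SD, n = 2) in *urt1-1* and 161825 ± 17613 (SD, n = 2) in *xrn4-3*, within the spread of the WT libraries. In *urt1-1 xrn4-3*, 251811 and 271482 reads per 1000000 were counted, with a mean of 261646 ± 13910 (SD, n = 2). Both *urt1-1 xrn4-3* libraries lay above both WT libraries, and the ratio of the means was 1.56 (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). With each WT or *urt1-1 xrn4-3* library left out in turn, the ratio lay between 1.34 and 1.89. The nitrate reductase loci NIA1 and NIA2 together took 26.7% (95% Wilson confidence interval 26.6 to 26.7) and 14.7% (14.7 to 14.8) of the counted reads in the *urt1-1 xrn4-3* libraries. They took 0.0354% (0.0345 to 0.0364) and 0.0334% (0.0323 to 0.0346) of those in the WT libraries. These intervals cover counting error only. Without NIA1 and NIA2, 208074 ± 33058 (SD, n = 2) reads per 1000000 remained on mRNA loci in *urt1-1 xrn4-3* and 167200 ± 40583 (SD, n = 2) in WT. The ratio was then 1.24, and 1 of the 2 *urt1-1 xrn4-3* libraries lay above both WT libraries (exact two-sided permutation test, p = 0.667). Without the 10 loci with the most reads, the *urt1-1 xrn4-3* libraries had 147954 and 183720 reads per 1000000 and the WT libraries 95429 and 144391. That ratio was 1.38 (exact two-sided permutation test, p = 0.333, the smallest possible). For the 21-nt class, the paper's reported values (Supplementary Data 6b) are 37851 and 32432 CPM in WT, 41657 and 35401 CPM in *urt1-1*, 49862 and 93197 CPM in *xrn4-3*, and 192278 and 141972 CPM in *urt1-1 xrn4-3*. The denominator of these CPM values is not stated, so they cannot be read as parts of the totals per 1000000 mapped reads above. The paper's 22-nt values are also higher in both *urt1-1 xrn4-3* libraries than in both WT libraries. Its 24-nt values are lower, at 69422 and 51137 CPM in *urt1-1 xrn4-3* against 90074 and 78438 CPM in WT, as are those of the 20-nt, 23-nt and 25-nt classes.

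**Figure D1:**
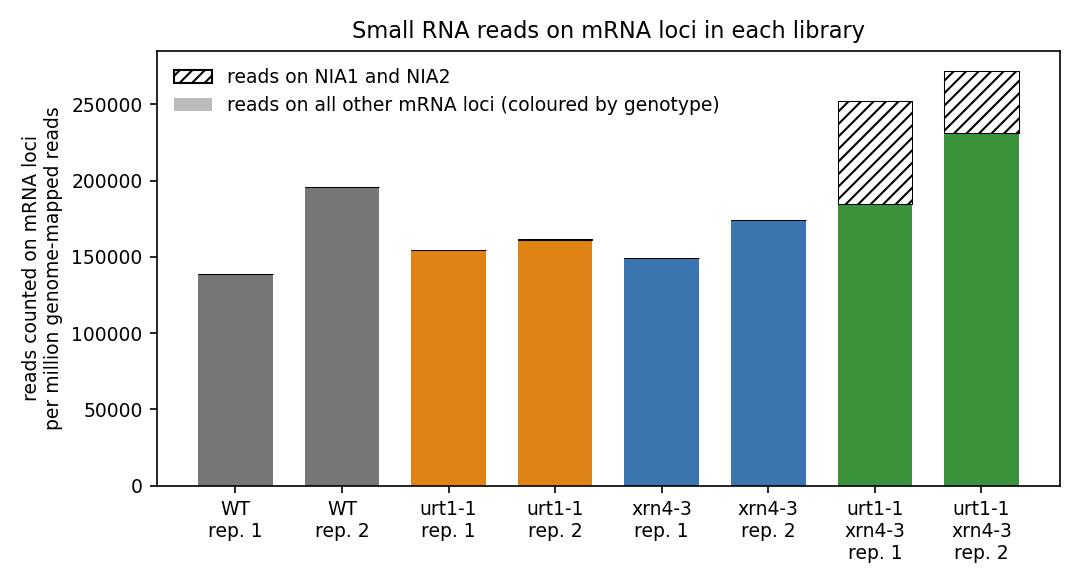
Small RNA reads counted on mRNA loci per 1000000 genome-mapped reads in each of the 8 libraries, with reads on NIA1 and NIA2 drawn separately from reads on the other loci. The *urt1-1 xrn4-3* libraries reach 251811 and 271482, above the WT libraries at 138553 and 195962.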

We first analyzed small RNA libraries from 24-day old in vitro grown seedlings before the onset of visible phenotypes and indeed detected an increased accumulation of 21-nt siRNAs originating from mRNA loci in *urt1-1 xrn4-3* (Fig. 6c). 

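Small RNA at the mutated genes was examined first, although reads at a locus do not measure the level of its mRNA. URT1 (AT2G45620, chromosome 2 of TAIR10 from 18792864 to 18795904) had 10.2 and 15.7 CPM in the WT libraries, 5.93 and 8.04 CPM in *urt1-1*, 14.0 and 271 CPM in *xrn4-3*, and 9.20 and 5.94 CPM in *urt1-1 xrn4-3*. Its log2 fold change against WT was −0.89 in *urt1-1* (SE 0.89, adjusted p = 1.00 from edgeR's likelihood ratio test) and −0.78 in *urt1-1 xrn4-3* (SE 0.88, adjusted p = 0.666 from the same test). In *xrn4-3* it was 3.46 (SE 0.87, adjusted p = 0.011 from the same test, and 0.119 from the quasi-likelihood test). Without *xrn4-3* replicate 2 it was 0.11. XRN4 (AT1G54490, chromosome 1 from 20350191 to 20356916) had 13.0 and 11.4 CPM in WT, 12.4 and 11.1 CPM in *urt1-1*, 9.96 and 8.37 CPM in *xrn4-3*, and 7.51 and 6.25 CPM in *urt1-1 xrn4-3*. Its log2 fold change was −0.41 in *xrn4-3* (SE 0.38, adjusted p = 0.823 from the likelihood ratio test). Across all mRNA loci, 2474 had more and 260 had fewer small RNA reads in *urt1-1 xrn4-3* than in WT. The quasi-likelihood test called 1808 loci raised, all of which were among the 2474, and 86 lowered. The deviations of same-numbered WT and *urt1-1 xrn4-3* libraries from their genotype means correlated across loci (r = 0.42), and with the replicate number as a block 2896 loci were raised and 521 lowered. Scaling to the genome-mapped reads changed the first count most, to 4924 loci raised and 25 lowered, and shifted the median log2 fold change of all tested loci to 0.74 from 0.01. The raised loci had a median log2 fold change of 1.98 (quartiles 1.53 and 2.75), and 483 of them rose more than 8-fold. In 2473 of the raised loci both *urt1-1 xrn4-3* libraries lay above both WT libraries, as they did in 30.1% of all tested loci, where chance gives 16.7%. The 5 loci with the largest rise were NIA1, NIA2, GTE2, GTE7 and AT5G10540. NIA1 (AT1G77760, chromosome 1 from 29235803 to 29239445) rose from 122 and 133 CPM in WT to 125912 and 54632 CPM in *urt1-1 xrn4-3*, a log2 fold change of 9.46 (SE 0.72, adjusted p = 1.4e-16 from the likelihood ratio test). NIA2 (AT1G37130, chromosome 1 from 14158527 to 14161938) had a log2 fold change of 9.07 (SE 0.61, adjusted p = 8.7e-22 from the likelihood ratio test). With each library left out in turn, these values stayed between 8.64 and 9.94 for NIA1 and between 8.30 and 9.53 for NIA2. The bromodomain genes GTE2 (AT5G10550) and GTE7 (AT5G65630) had log2 fold changes of 8.56 (SE 0.58) and 8.12 (SE 0.56), and AT5G10540 had one of 7.68 (SE 0.54). GTE2 overlaps AT5G10540, and 100% of its 21-nt windows in the TAIR10.1 gene models are also windows of AT5G10540, so the reads of these loci were not separated. At the other end, AT1G47389 (chromosome 1 from 17378652 to 17379374) fell from 6.89 and 7.50 CPM in WT to 0.0766 and 0.273 CPM, a log2 fold change of −5.05 (SE 0.63, adjusted p = 1.7e-15 from the likelihood ratio test). AT1G10745 and DD46 (AT1G22015) had log2 fold changes of −4.16 (SE 0.70) and −3.95 (SE 0.73). AT5G52490 and CYP705A2 (AT4G15350), at −4.97 (SE 0.93) and −4.20 (SE 0.92), had 52.5 and 68.1 CPM in WT replicate 1 but 1.77 and 2.50 CPM in WT replicate 2. Without WT replicate 1 their log2 fold changes were −1.02 and −0.40. In *xrn4-3* alone, AT1G47389, DD46 and AT1G10745 had log2 fold changes against WT of −6.02, −3.81 and −0.72. Of these, only AT1G10745 was called lowered in the double mutant against *xrn4-3*. Its log2 fold change there was −3.44 (SE 0.71, adjusted p = 7.9e-04 from the likelihood ratio test, and 0.101 from the quasi-likelihood test).

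**Figure D2:**
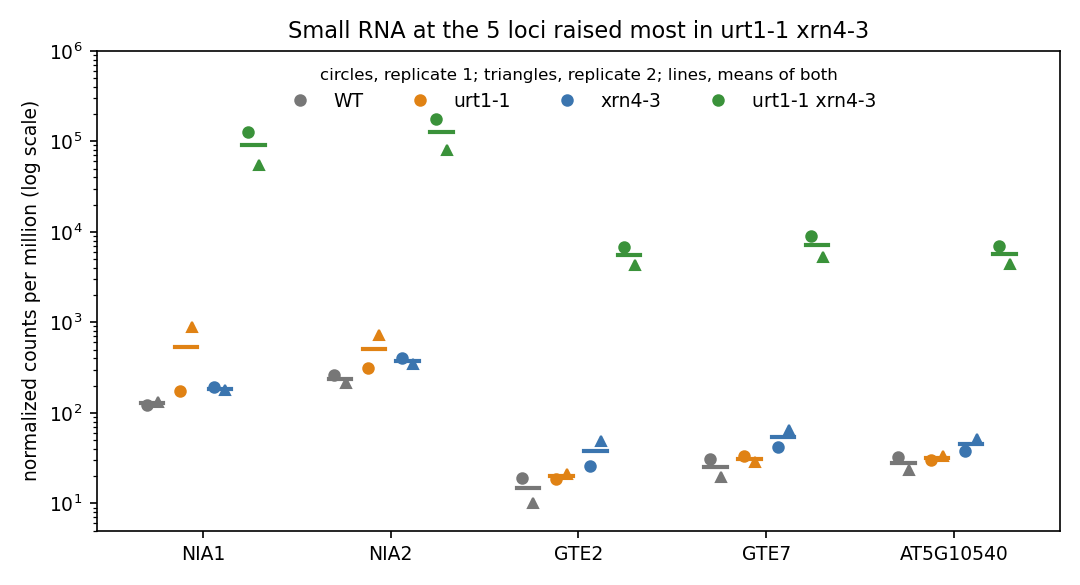
CPM of small RNA reads, on a log axis, in each library for NIA1, NIA2, GTE2, GTE7 and AT5G10540, the 5 loci with the largest rise in *urt1-1 xrn4-3*. NIA1 stands at 122 and 133 CPM in the WT libraries and at 125912 and 54632 CPM in the *urt1-1 xrn4-3* libraries.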

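Small RNA in the single mutants was compared with WT in the same fit. In *xrn4-3*, 1035 loci had more and 64 had fewer small RNA reads, against 493 and 5 by the quasi-likelihood test. Of the loci raised in *xrn4-3*, 884 (85.4%) were also raised in *urt1-1 xrn4-3*, which left 151 raised in *xrn4-3* and not in the double mutant and 1590 raised in the double mutant and not in *xrn4-3*. Membership of these lists does not by itself test a difference between the mutants. Among the lowered loci, 30 were shared by *xrn4-3* and *urt1-1 xrn4-3*. In *urt1-1*, 6 loci were raised and 1 was lowered. The quasi-likelihood test called 0 loci in *urt1-1*, with 458 loci at an unadjusted p under 0.05, while 5% of the tested loci would reach that p by chance. In 20 data sets simulated without any difference between *urt1-1* and WT, the likelihood ratio test called a median of 2 and up to 9 loci, and 4 of the 20 data sets reached the 7 calls observed. With the block of replicate numbers, 8 loci were raised and 2 lowered in *urt1-1*, where the deviations of same-numbered libraries correlated with r = 0.18 across loci. Scaling by library size only left 4 calls in *urt1-1*, 100% of them upward in place of 85.7%. The 6 loci raised in *urt1-1* were also raised in *xrn4-3* and in *urt1-1 xrn4-3*. The comparisons share the same WT libraries, so the overlaps between mutants are not independent evidence. EBF1 (AT2G25490, chromosome 2 from 10847375 to 10850532) had a log2 fold change of 3.68 in *urt1-1* (SE 0.63, adjusted p = 0.0021 from edgeR's likelihood ratio test), 3.36 in *xrn4-3* (SE 0.63) and 7.54 in *urt1-1 xrn4-3* (SE 0.63). CBF1 (AT4G25490, chromosome 4 from 13021780 to 13022725) had a log2 fold change of 2.36 in *urt1-1* (SE 0.45, adjusted p = 0.0018 from the likelihood ratio test), 2.78 in *xrn4-3* (SE 0.43) and 2.18 in *urt1-1 xrn4-3* (SE 0.43). Its tandem paralogs CBF2 (AT4G25470) and DREB1A (AT4G25480) had log2 fold changes of 2.27 and 2.25 in *urt1-1* (adjusted p = 0.029 each, likelihood ratio test), and CBF2 shares 13.6% of its 21-nt windows (TAIR10.1 gene models) with CBF1 and 7.97% with DREB1A. AT1G62030 and AT3G17490 had log2 fold changes of 1.96 and 2.83 in *urt1-1* (adjusted p = 0.014 and 0.040, likelihood ratio test). The lowered locus AT1G19396, of whose 21-nt windows 98.6% occur in other listed loci, had a log2 fold change of −2.09 (SE 0.45, adjusted p = 0.016 from the likelihood ratio test). For a set of 19 genes of silencing and decay that the paper names, among them RDR6, DCL2, DCL4 and the URT1 partners, 0 loci were called in *urt1-1* and 0 in *xrn4-3*, with 0 and 2 at an unadjusted p under 0.05. In *urt1-1 xrn4-3* the set had a median log2 fold change of 0.08, with 2 loci raised and 0 lowered, against 3 and 0 at an unadjusted p under 0.05. Adjustment over the set alone also gave 2 raised loci. The raised loci, named after their values were seen, were PAT1 (AT1G79090), with a log2 fold change of 1.75 (SE 0.41, adjusted p = 6.4e-04 from the likelihood ratio test), and CNOT10 (AT5G35430), with 1.26 (SE 0.38, adjusted p = 0.0145).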

Overall, siRNAs derived from 2659 mRNAs significantly accumulated in *urt1-1 xrn4-3* (Fig. 6d and Supplementary Data 6). Preventing siRNA production by mutating DCL2 and DCL4 in *urt1-1 xrn4-3* abrogated the growth and developmental defects associated to the *urt1-1 xrn4-3* mutation (Fig. 6e). This result demonstrates the causality between *urt1-1 xrn4-3* phenotype and the production of spurious siRNAs.

Finally, we checked whether the mRNAs that are more prone to trigger the synthesis of spurious siRNAs in *urt1-1 xrn4-3* are highly uridylated in wild-type plants. We therefore compared the TAIL-seq results to the small RNA-seq data and indeed, mRNAs that produce spurious siRNAs in *urt1-1 xrn4-3* have a significantly higher propension to uridylation in wild-type plants (Fig. 6f).

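The uridylation percentages were taken from the paper's TAIL-seq list (Supplementary Data 5b), made from WT flower buds with the reads of 3 replicates pooled, and set against the siRNA changes measured in seedlings. The list as given here holds 1995 mRNAs of the 3440 detected, those with a uridylation of at least 6.63%, and 1981 of them were tested for small RNA. Among these, 75 mRNAs rose more than 8-fold in siRNAs in *urt1-1 xrn4-3*, and their median uridylation was 24.1% (quartiles 15.2% and 33.8%). The 1600 mRNAs without a called siRNA change had a median of 12.5% (quartiles 9.09% and 17.6%). The difference of 11.6 percentage points had a two-sided p of 1e-05 in a rank-sum permutation test, the smallest p that 100000 resamples can give, and mRNAs are not independent replicates. The median was 15.4% for the 100 mRNAs with a log2 fold change from 2 to 3, 14.5% for the 186 mRNAs from 1 to 2, and 9.90% for the 20 lowered mRNAs. Over the 6 comparisons of this family, the smallest difference was 4.01 percentage points, found when all mRNAs that rose more than 2-fold were taken (two-sided permutation p = 1e-05, the smallest possible). With siRNA changes of *xrn4-3* in place of *urt1-1 xrn4-3*, the 34 mRNAs that rose more than 8-fold had a median uridylation of 19.8%. The most uridylated mRNA with a called siRNA change was AT4G28240 (chromosome 4 from 13997292 to 13998347), at 59.6%, with a log2 fold change of 1.64 in siRNAs (SE 0.51, adjusted p = 0.019 from edgeR's likelihood ratio test, and 0.066 from the quasi-likelihood test). It was followed by AT5G21940 at 56.0% with a log2 fold change of 3.53 (SE 0.65), BZIP53 (AT3G62420) at 54.1% with one of 2.84 (SE 0.55), and BRG1 (AT5G45100) at 52.2% with one of 5.65 (SE 0.59). AT3G62422 is listed with the same position, uridylation and reads as BZIP53. In *xrn4-3* alone the log2 fold changes were 1.73 for AT4G28240, 2.49 for AT5G21940, 1.69 for BZIP53 and 3.26 for BRG1. Between the double mutant and *xrn4-3* they were −0.09, 1.04, 1.15 and 2.39 in that order. Among these, only BRG1 was called raised against *xrn4-3* (adjusted p = 0.0041 from the likelihood ratio test, and 0.102 from the quasi-likelihood test). From the comparison in Fig. 6f, the paper reasons that the mRNAs giving rise to spurious siRNAs in the double mutant are those more prone to uridylation in WT.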

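The double mutant was also compared directly with *xrn4-3*. In *urt1-1 xrn4-3*, 427 loci had more and 77 had fewer small RNA reads than in *xrn4-3*, and 402 of those raised were also raised against WT. The quasi-likelihood test called 41 of these changes upward and 1 downward. Scaling by library size only gave 188 raised and 81 lowered, 69.9% upward in place of 84.7%, and scaling to the genome-mapped reads gave 96.0% upward. The loci raised in *xrn4-3* had a median log2 fold change of 0.12 between the double mutant and *xrn4-3*. They were chosen for their rise in the same *xrn4-3* libraries, which tends to lower this value. The interaction term tests whether the *urt1-1* mutation changes small RNA by another factor in the *xrn4-3* background than in the WT background. It was positive at 22 loci and negative at 8 by the likelihood ratio test, and all 22 positive loci were also raised against *xrn4-3*. The quasi-likelihood test called 0 loci for the interaction. At an unadjusted p under 0.05 it had 1151 loci, fewer than the 5% of tested loci that chance gives. With the block of replicate numbers, a combination chosen after the data were seen, it called 3 positive and 0 negative loci. It then had 1434 loci at an unadjusted p under 0.05. With scaling to the genome-mapped reads, 100% of the interactions called by the likelihood ratio test were positive in place of 73.3%. The interaction was 7.29 on the log2 scale for NIA2 (SE 0.87, adjusted p = 2.0e-10 from edgeR's likelihood ratio test) and 6.89 for NIA1 (SE 1.01, adjusted p = 2.2e-06 from the same test). It was 6.77 for GTE2, 6.75 for GTE7 and 6.77 for AT5G10540, of which GTE2 and AT5G10540 overlap. Among the 22 positive loci, only GA3OX4 and AT5G56410, named after their values were seen, were not raised in *urt1-1 xrn4-3* against WT. Among the negative loci, CBF1 had an interaction of −2.96 (SE 0.57, adjusted p = 4.4e-04 from the likelihood ratio test) and AT1G10745 one of −3.91 (SE 0.94, adjusted p = 0.040 from the same test). The median shift of the loci raised in the double mutant, relative to the WT mean, was 0.08 and 0.24 on the log2 scale in the *urt1-1* libraries. It was 0.61 and 1.17 in the *xrn4-3* libraries and 1.72 and 1.56 in the *urt1-1 xrn4-3* libraries.

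**Figure D3:**
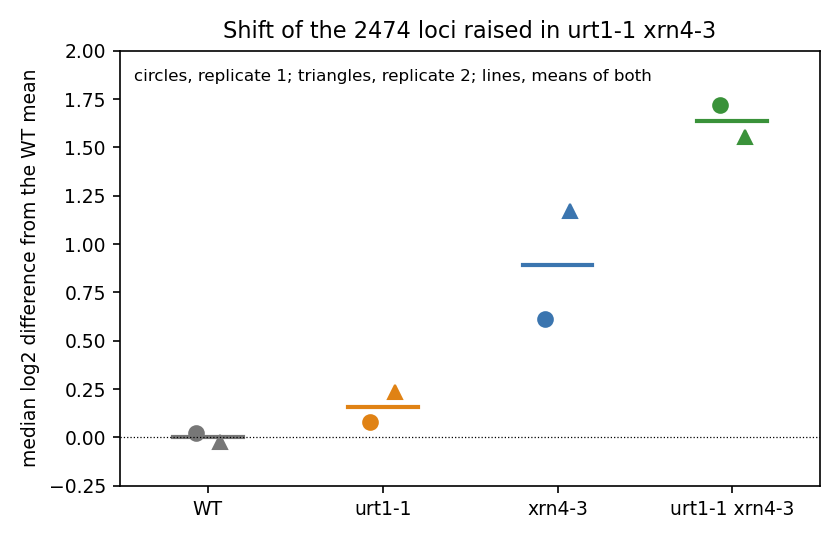
Median log2 shift in each library, relative to the mean of the WT libraries, of the loci raised in *urt1-1 xrn4-3*. The *xrn4-3* libraries stand at 0.61 and 1.17 and the *urt1-1 xrn4-3* libraries at 1.72 and 1.56, with the loci chosen for their rise in the double mutant.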

Altogether, our data reveal that URT1-mediated uridylation prevents the accumulation of excessively deadenylated mRNAs, and by doing so, avoids the production of spurious siRNAs that can target endogenous mRNAs.

## Discussion

Uridylation is now recognized as an integral step of mRNA degradation in eukaryotes. Yet, the full range of its molecular functions in assisting mRNA decay remains to be defined. Based on the URT1 interactome and the functional analysis of URT1-mediated uridylation presented here, we propose a model integrating the dual function of URT1 in preventing excessive deadenylation and favoring the turnover of deadenylated mRNAs through the direct recruitment of decapping activators (Fig. 7). By preventing the accumulation of excessively deadenylated mRNAs, URT1-mediated uridylation protects endogenous mRNAs from triggering the synthesis of spurious siRNAs in Arabidopsis.

**Fig. 7:**
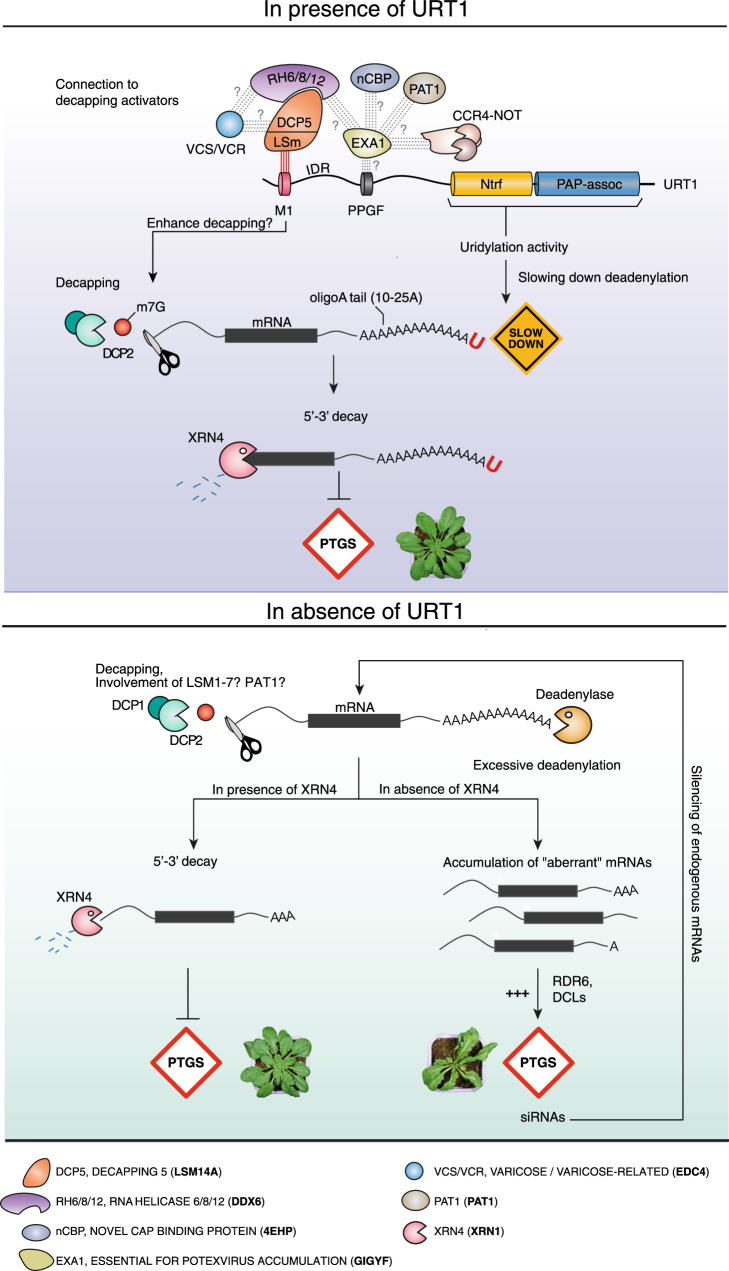
Model of URT1 mode of action. The name correspondence of RNA decay factors conserved between Arabidopsis and humans is indicated at the bottom.

The composite domain organization of most TUTases is proposed to be key for the recruitment of factors that assist TUTases for the recognition of specific RNA substrates or channel the downstream molecular effects of uridylation^3,4,44,45^. However, only a few interactants of cytosolic TUTases have been identified to date. In mammals, TUT4/7 contacts the RBP Lin28, which binds Group II let-7 miRNA precursors. The presence or absence of Lin28 toggles TUT4/7 into a processive or a more distributive mode, promoting either degradation or maturation of let-7 precursors, respectively^46–48^. In *Drosophila*, the TUTase Tailor binds the 3′–5′ exoribonuclease Dis3l2 to form the terminal RNA uridylation‐mediated processing (TRUMP) complex, which degrades a variety of structured ncRNAs in the cytoplasm^49^. In this study, we show that Arabidopsis URT1 co-purifies with several translational repressors/decapping activators, orthologs of which are known to form an intricate and dynamic interaction network in animals^13,20,22,50,51^. However, whether this network also comprises a TUTase in animals is not yet known.

A key factor at the heart of this dynamic network connecting translational repressors and decapping activators is the CCR4-NOT complex. Although not all components of CCR4-NOT were enriched in URT1 IPs, the detection of the CCR4-NOT complex scaffold subunit NOT1 alongside the other CCR4-NOT subunits CNOT10 and CNOT11 strongly supports a connection between the CCR4-NOT complex and URT1. The prime candidate for connecting URT1 to the CCR4-NOT complex is EXA1, a GYF domain containing protein, homologous to the human and fly GIGYF proteins^20,21^. GIGYF are translation repressors and decapping activators, that interact with different translation repressors via multiple interfaces, among them the GYF domain^20,21^. GIGYF interactants include the RNA helicase DDX6/Me31B, PAT1, the 5′ cap-binding protein 4EHP, and the CCR4-NOT complex^51,52^. Interestingly, orthologs of all these factors are detected in URT1 IPs, supporting the hypothesis that such an interaction network is conserved in Arabidopsis. In line with our data, a two-hybrid screen using Arabidopsis EXA1 as a bait (called GYN4 in this study) retrieved CNOT4 subunits^26^, providing independent support for a physical association between EXA1 and the CCR4-NOT complex. Interestingly, the GYF domain of EXA1 recognizes a PPGF sequence^26^, and such a motif is conserved in URT1 of flowering plants. A CCR4-NOT/EXA1/URT1 network may explain, at least in part, how URT1 selects its targets and why deadenylated mRNAs are preferentially uridylated. The 3′ extremity of long poly(A) tails that are either protected by PABPs or being shortened by CCR4-NOT would be poorly accessible to URT1, even though URT1 and CCR4-NOT are connected. However, once poly(A) tails get short enough to loosen their association with the last remaining PABP and when CCR4-NOT’s activity is more distributive, the tethering of URT1 to CCR4-NOT via EXA1 could facilitate the uridylation of oligo(A)-tailed mRNAs.

In *S. pombe* and mammalian cells, uridylation is proposed to favor decapping of deadenylated mRNA by promoting the binding of the LSm1-7 complex^5,8,53^, which recruits the decapping complex through a connection with Pat1^54–57^. The LSm1-7 complex preferentially binds short oligo(A) tails of <10 As^23^. Our previous TAIL-seq analyses^12^ and the 3′RACE-seq data presented here show that the majority of uridylated oligo(A) tails are longer than 10 As and comprise mostly 10–25 As. Such oligo(A) tails are likely suboptimal targets for the LSm1-7 complex. Interestingly, the direct recruitment of decapping activators by URT1 could bypass the requirement for LSm1-7 binding. We demonstrated here that the conserved M1 motif of URT1 directly binds to the decapping activator DCP5. DCP5 interacts with additional decapping factors, like DCP1 and DCP2^58^. For yet unknown reasons, neither DCP1 nor DCP2 were significantly enriched in URT1 IPs. By contrast, we detected VCS, an ortholog of human EDC4, which interacts with LSM14 via a FFD motif^29^, perfectly conserved in Arabidopsis DCP5. Moreover, a LSM14-DDX6 interaction via LSM14’s FDF and TFG motifs (both conserved in DCP5) is required to expose the FFD motif for EDC4 recruitment^29^. Our URT1 IP data support the idea that a DCP5/RH6,8,12/VCS connection also exists in Arabidopsis. In addition, the most straightforward interpretation of the poly(A) profiles observed upon overexpression of different URT1 versions in *N. benthamiana* is that the interaction of URT1’s M1 motif with DCP5 promotes the degradation of oligoadenylated mRNAs (and possibly mRNAs with heteropolymeric A-rich tails). We therefore propose that the conserved M1 motif in the N-terminal IDR of URT1 contacts DCP5, which then recruits the RH6,8,12-VCS decapping activators. In addition, URT1 contacts the GIGYF-like EXA1, likely via URT1’s PPGF motif. EXA1 recruits further translational repressors and decapping activators like nCBP and PAT1. Altogether these interaction networks would facilitate decapping of mRNAs with oligo(A) tails larger than those typically required for LSm1-7 recruitment.

But why has a bypass of the LSm1-7 recruitment been selected during plant evolution? A likely reason is that in plants, excessive deadenylation could trigger the biogenesis of spurious siRNAs targeting endogenous mRNAs to PTGS. Indeed, the RNA-dependent RNA polymerase RDR6, the key enzyme converting “aberrant” RNA into double stranded RNA that will be diced into siRNAs, intrinsically favors fully deadenylated mRNAs over polyadenylated mRNAs as templates^59^. We therefore propose that a key role for URT1-mediated uridylation is to avoid the accumulation of excessively deadenylated mRNAs that otherwise erroneously enter the RNA silencing pathway. In line with this hypothesis, a connection between URT1 and RNA silencing was recently suggested by the identification of URT1 as a silencing suppressor of transgenes^60^. Our results indicate two additive modes of action to explain how URT1 limits the accumulation of excessively deadenylated mRNAs (Fig. 7). First, the direct URT1-DCP5 interaction mediates a molecular connection between a TUTase and decapping activators, thereby facilitating the 5′-3′ removal of oligoadenylated mRNAs with oligo(A) tails in the 10–25 A range. Second, uridylation per se can participate in preventing excessive deadenylation by slowing down deadenylases, at least the CAF1 activity tested in this study. Finally, we have previously shown that uridylation by URT1 repairs deadenylated mRNAs to restore an extension sufficient for the binding of a PABP^12^. Although it is yet unknown how the binding of PABP to uridylated oligo(A) tails influences deadenylation or translation, binding of a PABP may also protect mRNA 3′ extremity from being accessible to RDR6. Altogether, these data illustrate the complexity of uridylation-mediated processes. Although facilitating degradation emerges as the prototypical function of mRNA uridylation, the underlying molecular mechanisms are complex and may differ across eukaryotes. This diversity is yet to be fully explored.

## Methods

### Plant material

All *Arabidopsis thaliana* plants used in this study are of Columbia (Col-0) accession. T-DNA mutants were described previously: *urt1-1* (Salk_087647C)^11^, *urt1-2* (WISCDSLOXHS208_08D)^11^, *xrn4-3* (SALK_014209)^61^, *xrn4-5* (SAIL_681E01)^62^, *dcl2-1* (SALK_064627)^63^, *dcl4-2* (GABI_160G05)^64^, and *dcp5-1* (SALK_008881)^58^. The plant material used for RNA-seq and small RNA-seq corresponds to Arabidopsis plantlets grown for 24 days in vitro on Murashige & Skoog media with 0.8% agar and 12-h light/12-h darkness cycles (22/18 °C). For other analyses using Arabidopsis, flowers were harvested from plants grown on soil with 16-h light/8-h darkness cycles (21/18 °C). Agroinfiltration experiments were performed in leaves of *Nicotiana benthamiana* plants grown during 4 weeks on soil with 16-h light/8-h darkness cycles (22/18 °C).

### Characterization of URT1 sequence and phylogeny

The characterization of URT1 sequences and phylogenetic analyses are detailed in Supplementary Methods. All protein sequences used for Fig. 1 and Supplementary Fig. 1 are provided in Supplementary Data 2.

### Oligonucleotides and plasmids

Oligonucleotides and expression plasmids used for cloning are listed in Supplementary Data 7. For plant transformation, the URT1 sequence was PCR-amplified from genomic DNA and includes 5′ UTR (URT1-myc constructs) or 3′ UTR (myc-URT1 and YFP-URT1 constructs). For bacterial expression, URT1, DCP5, and CAF1b sequences were PCR-amplified from cDNA templates.

### Co-immunopurifications (IP)

Details about samples and replicates of co-immunopurification (IP) experiments are provided in Supplementary Data 2e. For IPs without crosslinking on Arabidopsis samples, 300 mg of flower buds or seedlings were ground in 1.5 ml of ice-cold lysis buffer (50 mM Tris-HCl pH 8, 50 mM NaCl, 1% Triton X-100, protease inhibitors (cOmplete, EDTA-free Protease Inhibitor Cocktail, Roche)). After cell debris removal by centrifugation (twice 10 min at 16,000 g, 4 °C), supernatants were incubated for 30 min with 50 µl of magnetic microbeads coupled to anti-c-myc antibodies or anti-GFP antibodies (Miltenyi). Beads were loaded on magnetized µMACS separation columns equilibrated with lysis buffer and washed four times with 200 µl of washing buffer (20 mM Tris-HCl pH 7.5, 0.1% Triton X-100). Samples were eluted in 100 µl of pre-warmed elution buffer (50 mM Tris-HCl pH 6.8, 50 mM DTT, 1% SDS, 1 mM EDTA, 0.005% bromophenol blue, 10% glycerol). Negative control IPs were performed under the exact same conditions with Col-0 plants.

For each IP with crosslinking step on Arabidopsis samples, 150 mg of Arabidopsis flower buds were ground during 10 min in 1.125 ml of ice-cold lysis buffer supplemented with 0.375% formaldehyde (Thermo Fisher Scientific). The crosslinking reaction was quenched by adding glycine at a final concentration of 200 mM for 5 min. After cell debris removal by centrifugation (twice 15 min at 10,000 *g*, 4 °C), supernatants were incubated for 45 min with 50 µl of magnetic microbeads coupled to anti-c-myc antibodies or anti-GFP antibodies (Miltenyi). Beads magnetic capture and washing steps were done according to the manufacturer’s instructions, except that washes were performed with 50 mM Tris-HCl pH 7.5, 50 mM NaCl, 0.1% Triton X-100, protease inhibitors (cOmplete, EDTA-free Protease Inhibitor Cocktail, Roche). Samples were eluted in 100 µl of pre-warmed elution buffer (50 mM Tris-HCl pH 6.8, 50 mM DTT, 1% SDS, 1 mM EDTA, 0.005% bleu de bromophenol, 10% glycerol). Negative control IPs were performed with beads coupled to anti-c-myc and anti-GFP antibodies in Col-0 plants or in plants expressing the GFP alone^65^. To improve the stringency of the analysis and improve the identification of contaminant proteins, additional negative control IPs were performed using GFP-BPM6 expressing plants^66^. BPM6, encoded by *AT3G43700*, acts as an adaptor for Cullin3-based E3 ubiquitin ligase and has no known function related to RNA metabolism.

For each IP with crosslinking step on *N. benthamiana* samples, 500 mg of leaves were ground during 10 min in 1.5 ml of ice-cold lysis buffer supplemented with 0.375% formaldehyde (Thermo Fisher Scientific). Beads magnetic capture and washing steps were performed with the same protocol as the one described above for Arabidopsis samples. Each IP sample was performed in 2–4 biological replicates and 1–3 technical affinity replicates (Supplementary Data 2e).

### Mass spectrometry analysis and data processing

Eluted proteins were digested with sequencing-grade trypsin (Promega) and analyzed by nanoLC-MS/MS. For IPs with crosslinking (Fig. 2a, f), digested proteins were analyzed on a QExactive+ mass spectrometer coupled to an EASY-nanoLC-1000 (Thermo Fisher Scientific). For IPs without crosslinking (Fig. 2b), digested proteins were analyzed on a TT5600 mass spectrometer (SCIEX) coupled to an Eksigent Ultra2D-plus nanoHPLC. IP data were searched against the TAIR 10 database (for *A. thaliana* samples) or the Sol Genomics Niben101 database (for *N. benthamiana* samples) with a decoy strategy. Peptides were identified with Mascot algorithm (version 2.5, Matrix Science) and data were imported into Proline 1.4 software (http://proline.profiproteomics.fr/). Proteins were validated on Mascot pretty rank equal to 1, and 1% FDR on both peptide spectrum matches (PSM score) and protein sets (Protein Set score). The total number of MS/MS fragmentation spectra was used to quantify each protein from at least four independent IPs and two independent biological replicates (see details in Supplementary Data 2e). Volcano plots display the adjusted *p* values and fold changes in *Y*- and *X*-axis, respectively, and show the enrichment of proteins co-purified with tagged URT1 IPs as compared to control IPs (Fig. 2a, b), the differential accumulation of proteins between URT1 and m1URT1 IPs (Fig. 2f) or the differential accumulation of proteins between m1URT1^D491/3A^ and URT1^D491/3A^ IPs (Supplementary Fig. 3c). The statistical analysis based on spectral counts was performed using a homemade R package that calculates fold change and *p* values using the quasi-likelihood negative binomial generalized log-linear model implemented in the edgeR package^67^. Common and tagwise dispersions were calculated with the implemented edgeR function by filtering out the 50% less abundant proteins that could adversely affect the dispersion estimation. The size factor used to scale samples were calculated according to the DESeq2 normalization method (i.e., median of ratios method)^68^. *P* value was adjusted using the Benjamini–Hochberg method from stats R package. The gene ontology analysis for URT1 co-purifying proteins was performed using the Functional Annotation tool implemented in DAVID (v6.8)^69^. For *N. benthamiana* IPs, XIC (Extracted Ion Chromatograms)-based abundances were also calculated for peptides that map DCP5 isoforms. XIC-based quantification and statistics were performed using the Proteome Discoverer software (v2.3, Thermo Scientific) with the following parameters: Sequest and MS-Amanda algorithms with a FDR at 1%, “Top 3 Average” method, no imputation.

### In vitro pull-down assays

Recombinant 6His-GST, 6His-GST-URT1, 6His-GST-m1URT1, 6His-GST-URT1^1–40^, 6His-GST-m1URT1^1–40^, 6His-MBP-DCP5, 6His-MBP-ΔLSmDCP5, and 6His-MBP-DCP5-LSM were expressed into *Escherichia coli* BL21 DE3 using plasmids listed in Supplementary 7. Conditions for protein expression and purification are detailed in Supplementary Methods. Ten pmol of each purified protein were incubated in a final volume of 500 μl of 20 mM MOPS pH 7.2, 100 mM KCl, 15% glycerol, and 0.1% Tween 20 with 100 ng/μl of RNase A for 10 min at 4 °C under rotation. Eighty microliters of glutathione sepharose resin (GE healthcare) were added to each reaction and incubated under rotation for 1 h at 4 °C. The resin was sedimented at 500 g for 5 min and washed five times with 500 μl of the same buffer without RNase A. The elution was performed by adding 60 μl of elution buffer 20 mM MOPS pH 7.2, 100 mM KCl, 15% glycerol and 0.1% Tween 20, 10 mM reduced glutathione (Sigma-Aldrich) and incubated 5 min at 4 °C before elution by centrifugation at 500 *g* for 5 min. Eluted proteins were separated by SDS-PAGE and stained using SYPRO Ruby dye (Bio-Rad). An Attan DIGE imager (Amersham Biosciences) or Fusion FX camera system (Vilber) was used for visualization.

### In vitro activity assays

Recombinant 6His-GST-CAF1b and 6His-GST-CAF1b^D42A^ proteins were expressed in *E. coli* BL21 using plasmids listed in Supplementary 7. Conditions for protein expression and purification are detailed in Supplementary Methods. The deadenylation test was performed in biological triplicates in 20 mM MOPS pH 7.2, 5 mM MgCl_2_, 50 mM KCl, 7% glycerol, and 0.1% Tween 20. The oligoribonucleotides CACCAACCACU-A_14_, CACCAACCACU-A_13_U_1_, CACCAACCACU-A_12_U_2_, and CACCAACCACA-U_14_ were used as substrates. Purified 6His-GST-CAF1b and 6His-GST-CAF1b^D42A^ proteins (30 nM) were incubated with 17.5 nM of radiolabelled substrate for 1 h at 25 °C. Aliquots were taken at different time points and separated on a 17% polyacrylamide/7 M urea gel before autoradiography. The amount of intact substrate RNA was estimated as detailed in Supplementary Methods.

### Agroinfiltration experiments in *N. benthamiana*

*Agrobacterium tumefaciens* GV3101 (pMP90) were transformed with plant expression plasmids listed in Supplementary 7 and inoculated in 10 ml of LB for 20 h at 28 °C. Pre-cultures were then centrifuged at 5000 *g* for 15 min. The pellets were resuspended at an OD600 of 1 in 5 ml of agroinfiltration buffer (10 mM MgCl_2_ and 250 μM of 3′,5′-Dimethoxy-4′-hydroxyacetophenone (Sigma-Aldrich)). The cell suspensions containing the P19, URT1, and GFP constructs were mixed to a 1:1:1 ratio and infiltrated into *N. benthamiana* leaves using needleless syringes. The plant material was harvested 4 days after infiltration for RNA and protein extraction. Pictures of the infiltrated leaves were taken under UV illumination at 365 nm using a UVP Blak-Ray B-100Y UV lamp (Thermo Fisher Scientific) to detect the expression of the GFP reporter. The intensity of the GFP fluorescence was quantified using ImageJ (see details in Supplementary Methods).

### Western blot analysis

*N. benthamiana* infiltrated leaf patches (four different leaves per sample) were ground in SDS-urea extraction buffer (62.5 mM Tris pH 6.8, 4 M urea, 3% SDS, 10% glycerol, 0.01% bromophenol blue). The samples were separated by SDS-PAGE and electrotransferred to a 0.45 μm Immobilon-P PVDF membrane (Millipore). The membrane was incubated overnight at 4 °C with DCP5 antibodies (provided by Rémy Merret and Cécile Bousquet-Antonelli, used at 1/10,000 dilution), URT1 antibodies (described in ref. ^12^ and used at 1/10,000 dilution), MBP antibodies (Invitrogen, used at 1/5000 dilution), monoclonal c-myc antibody (Roche, used at 1/10,000 dilution). Polyclonal and monoclonal antibodies were detected by goat anti-rabbit or anti-mouse IgG coupled to peroxidase (Invitrogen, used at 1/10,000 dilution), respectively, and using Lumi-Light Western Blotting Substrate (Roche). Pictures were taken with a Fusion FX camera system. The PVDF membranes were stained with 0.1% Coomassie Brilliant Blue R-250, 7% acetic acid, 50% methanol) to monitor loading.

### Northern blot analysis

For each sample, four infiltrated patches pooled from different leaves were harvested from *N. benthamiana* four days after agroinfiltration. Total RNA was extracted using Tri-Reagent (Molecular Research Center), followed by extraction with acid phenol:chloroform:isoamyl alcohol and RNA precipitation with ethanol. Five micrograms of RNAs were then separated on a 1.5% agarose gel containing 0.2-M MOPS pH 7.0, 20 mM sodium acetate, 10 mM EDTA, 5.55% formaldehyde and transferred onto a nylon membrane (Amersham’s Hybond N+, GE Healthcare). After transfer, RNAs were UV crosslinked at 120 mJ/cm^2^ for 30 s with a Stratagene Stratalinker. The membrane was stained with methylene blue and a picture was taken for illustrating equal loading between samples. After destaining, membranes were incubated with PerfectHyb hybridization buffer (Sigma-Aldrich) for 30 min at 65 °C and hybridized overnight at 65 °C with radiolabeled probes to detect *PR2 (Niben101Scf04869g03002.1*) or *GFP* mRNAs. *PR2* or *GFP* PCR amplicons of about 500 pb (Supplementary Data 7) were used as templates to produce random labeled probes using the Decalabel DNA Labelling kit (Thermo Fisher Scientific) and [α^32^P]-dCTP according to manufacturer’s instructions. Radiolabeled probes were purified on a Sephadex G-50 matrix before hybridization. The membranes were exposed to a photosensitive Phosphor screen and visualized with an Amersham Typhoon IP Biomolecular Imager (GE Healthcare Life Sciences).

### 3′ RACE-seq library preparation and data processing

Total RNA was extracted using Tri-Reagent (Molecular Research Center) from *N. benthamiana* infiltrated leaves or Arabidopsis flowers. Ten pmoles of a 5′-riboadenylated DNA oligonucleotide (3′-Adap RACEseq, Supplementary Data 7) were ligated to 5 µg of total RNA using 10 U of T4 ssRNA Ligase 1 (NEB) in a final volume of 50 µl for 1 h at 37 °C and 1X T4 of RNA Ligase Reaction Buffer (NEB, 50 mM Tris-HCl pH 7.5, 10 mM MgCl2, 1 mM DTT). The ligation products were purified from reagents and non-ligated adapter molecules with Nucleospin RNA Clean-up columns (Macherey Nagel). cDNA synthesis was performed in 20 µl reaction that contains 2–3 µg of purified ligated RNA, 50 pmol of the 3′-RT oligonucleotide (Supplementary Data 7), 10 nmol of dNTP, 0.1 µmol of DTT, 40 U of RNaseOUT (Invitrogen), 200 U of SuperScript IV reverse transcriptase (Invitrogen), and 1X of SuperScript IV RT buffer (Invitrogen). Reactions were incubated at 50 °C for 10 min, and then at 80 °C for 10 min to inactivate the reverse transcriptase. Two nested PCR amplification rounds of 30 and 20–30 cycles, respectively, were then performed. PCR1 was run using 0.5–2 µl of cDNA, 10 pmol of gene-specific primer (Supplementary Data 7), 10 pmol of RACEseq_rev1 primer (Supplementary Data 7), 10 nmol of dNTP, 1 U of GoTaq DNA Polymerase (Promega), and 1X of Green GoTaq Reaction Buffer (Promega) in a 20-µl final volume. The conditions for PCR1 were as follows: a step at 94 °C for 30 s; 30 cycles at 94 °C for 20 s, 50 °C for 20 s, and 72 °C for 30 s; a final step at 72 °C for 30 s. PCR2 was performed using 1 µl of PCR1 product, 10 pmol of gene-specific primer (Supplementary Data 7) and 10 pmol of a TruSeq RNA PCR index (RPI, Supplementary Data 7), 10 nmol of dNTP, 1 U of GoTaq DNA Polymerase (Promega), and 1X of Green GoTaq Reaction Buffer (Promega) in a 20 µl final volume. The conditions for PCR2 were as follows: a step at 94 °C for 1 min; 20–30 cycles at 94 °C for 30 s, 56 °C for 20 s, and 72 °C for 30 s; a final step at 72 °C for 30 s. All PCR2 products were purified using one volume of AMPure XP beads (Agencourt). Library was paired-end sequenced with MiSeq (v3 chemistry) with 41 × 111-bp cycle settings. After initial data processing by the MiSeq Control Software v 2.6 (Illumina), base calls were extracted and further analyzed by a set of homemade scripts detailed in Supplementary Methods. In addition to the analysis based on the Illumina base-calling software, the poly(A) sizes shown in Supplementary Fig. 2b were also estimated using the TAILseeker software^9^ (v3.1, https://github.com/hyeshik/tailseeker) as detailed in Supplementary Methods. Similar differences in poly(A) tail size distributions were observed using standard Illumina base-calling software and the Tailseeker algorithm, designed to limit poly(A) tail length overestimation (compare Fig. 3g and Supplementary Fig. 3b). Distribution profiles shown in Figs. 3–5 and in Supplementary Fig. 3–5 display the percentages of sequences according to poly(A) tail sizes calculated for tails from 1 to 90 nucleotides. The percentages were calculated using the total number of sequences with tails from 1 to 90 nucleotides, with the exception of Supplementary Fig. 5a where the percentages were calculated using the total number of uridylated sequences. Tail length takes into account the number of As and potential 3′ added nucleotides. For *GFP* and *NbPR2* mRNAs (Figs. 3, 4 and Supplementary Figs. 3, 4), poly(A) distributions were generated by considering only 3′ extremities that map in a region of ±50 nt around the main polyadenylation site. The numbers of sequences obtained at each processing step of 3′RACE-seq libraries are provided in Supplementary Data 3.

### Nanopore DRS and data processing

Total RNA was extracted from wild-type and *urt1-1* flowers using Tri-Reagent (Molecular Research Center) following the manufacturer’s recommendations. Capped mRNAs were enriched using GST-eIF4E-K119A protein^70^. Nanopore direct-RNA libraries were prepared from 5 µg of Arabidopsis cap-enriched mRNA with 150 ng of yeast poly(A)-enriched RNA using Direct RNA Sequencing Kit (ONT, SQK-RNA002)^71^. Sequencing was performed with MinION device (Flow cell type R9.4.1; RevC). Sequencing reads were basecalled using Guppy 4.0.11 (Oxford Nanopore Technologies) and mapped to the TAIR10 reference transcriptome (Ensembl release 45, merged cDNA and ncRNA) using MiniMap 2.17. Poly(A) lengths were estimated using Nanopolish 0.13.2. The numbers of sequences obtained for each nanopore library are provided in Supplementary Data 4. Bulk distribution profiles shown in Fig. 5a display the percentages of sequences according to poly(A) tail sizes calculated for all sequences. Intergenic distribution profiles shown in Fig. 5a display the median distribution of poly(A) tail sizes for mRNAs detected with at least 100 reads in each replicate and genotype (2644 transcripts).

### TAIL-seq library preparation and data processing

TAIL-seq libraries were generated from three biological replicates of Arabidopsis Col-0 flower buds. Total RNA was extracted using Tri-Reagent (Sigma-Aldrich), treated with DNase I (Thermo Fisher Scientific), and purified using the RNeasy MinElute Clean-up (Qiagen). Per sample, three individual ribodepletion on 10 μg of RNA each in a final volume of 10 μl were performed using the RiboMinus Plant kit (Thermo Fisher scientific) following the manufacturer’s instructions. Ribodepleted RNA were then ligated to 10 pmol of a biotinylated 3′ adapter, (3′-Adap TAIL-seq, Supplementary Data 7) using 10 units of T4 RNA ligase 1 (NEB) in a final volume of 10 µl for 1 h at 37 °C. RNAs were partially digested with 0.001 unit of RNase T1 (Invitrogen) in a final volume of 80 µl for 5 min at 50 °C. RNAs were then purified with streptavidin beads (Dynabeads M-280 Streptavidin), phosphorylated using T4 PNK (NEB), and gel purified on a denaturing 6% polyacrylamide gel (Novex, 300–1200nt). Purified RNAs were ligated to 5 pmol of 5′ adapter (5′-Adap TAIL-seq, Supplementary Data 7), using 8 units of T4 RNA ligase 1 (NEB) and 8 nmol of ATP in a final volume of 8 µl for 1 h at 37 °C. cDNAs were synthesized using Superscript III (Invitrogen) and 50 pmol of RT primer (3′-RT, Supplementary Data 7). Finally, cDNAs were amplified using the DNA Phusion Polymerase master mix (Thermo Fisher Scientific) with 25 pmol of TAIL-seq-fw primer (Supplementary Data 7) and 25 pmol of a TruSeq RPI (Supplementary Data 7) in a final volume of 50 µl. PCR conditions were as follows: a step at 98 °C for 30 s; 19 cycles at 98 °C for 10 s, 60 °C for 30 s and 72 °C for 45 s; a final step at 72 °C for 5 min. Libraries were first purified on 6% polyacrylamide gel (Novex) to extract DNA fragment from 300 to 1000 nucleotides and further purified using one volume of AMPure XP beads (Agencourt). Library concentrations were determined using a Qubit fluorometer (Invitrogen). Quality and size distribution were assessed using a 2100 Bioanalyzer system (Agilent). Library were paired-end sequenced with MiSeq (v3 chemistry) with 41 × 111-bp cycle settings. The base calling-based pipeline was adapted from ref. ^12^ and is detailed in Supplementary Methods. Uridylation percentages were calculated for 3340 mRNAs detected with at least 20 reads using the pooled dataset from the three biological replicates. The number of sequences obtained at each processing step of TAIL-seq libraries and the calculated uridylation percentages are provided in Supplementary Data 5.

### Small RNA-seq library preparation and data processing

Total RNA was extracted using Tri-Reagent (Molecular Research Center) from WT, *urt1-1*, *xrn4-3*, and *urt1-1 xrn4-3* 24-day-old seedlings, two biological replicates each, and subsequently treated with DNase I (Thermo Fisher Scientific). Small RNA libraries were prepared and sequenced at Fasteris (http://www.fasteris.com). Libraries were generated from 3 µg of DNase-treated RNA using the Illumina TruSeq Small RNA protocol after size selection of 18–30-nt RNA fragments on a denaturing polyacrylamide gel. Libraries were sequenced on a HiSeq 2500 (HiSeq high-output mode, 1 × 50 bp). The base calls were acquired from HiSeq 2500 after processing by Illumina RTA 1.18.61.0 and CASAVA pipeline v.1.8.2. Details about further data processing are provided in Supplementary Methods. The numbers of sequences obtained for small RNA-seq libraries and the list of mRNA loci that show differential small RNA accumulation are provided in Supplementary Data 6.

### Statistics and reproducibility

Statistical analyses were performed using R 3.6.1, Rstudio 1.2, and the following R packages: edgeR 3.26.5, stats 3.6.1, multcompView 0.1-8. For all analyses, a *p* value of 0.05 was defined as the threshold of significance. For each figure, the exact value of *n* and the test used for the statistical analysis are indicated in the figure or in the corresponding legend. Fold change and *p* values in Fig. 2a, b, f and Supplementary Fig. 3c were computed using the quasi-likelihood negative binomial generalized log-linear model implemented in the edgeR package^67^. Statistical significance shown in Fig. 3 and Supplementary Figs. 3b, 4b was obtained using Pairwise Wilcoxon Rank-Sum tests with data considered as paired (two-tailed). Statistical significance shown in Figs. 5d and 6f was obtained using Pairwise Wilcoxon Rank-Sum tests (two-tailed) with data considered as unpaired. Statistical significance shown Supplementary Fig. 3d was obtained using two-tailed t-test (Proteome Discover software v2.3, Thermo Scientific). For box plot analyses in Figs. 5 and 6, the upper and lower edges correspond to the first and third quartiles, respectively. The median is indicated by a horizontal bar and whiskers show data range except far-outliers. Differential statistical analysis shown in Fig. 6d was performed using the edgeR package and its implemented negative binomial generalized log-linear model. Half-lives shown in Fig. 5c and Supplementary Fig. 5b were calculated using a quasi-Poisson regression model of the R stats package. All *p* values were adjusted using the Benjamini–Hochberg method.

For each graph, the number of independent replicates is indicated directly on the figures. For Figs. 2d, 3b, 3d, 4b, 5c and Supplementary Figs. 2a–c, 4a, representative images of 2, 2, 2, 3, 3, 3, 4, 2, and 2 independent experiments, respectively, are shown.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

NGS datasets generated during this study have been deposited in NCBI’s Gene Expression Omnibus^72^ and are accessible through GEO Series accession number GSE148449. GEO Series accession numbers for individual datasets are GSE148406 for 3′ RACE-seq in Arabidopsis, GSE148409 for 3′RACE-seq in *N. benthamiana*, GSE148417 for TAIL-seq, and GSE148427 for small-RNA seq. Mass spectrometry proteomics raw data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository^73^ with dataset identifiers PXD018672 and PXD022676 for Arabidopsis and *N. benthamiana*, respectively. Raw data for Nanopore DRS have been deposited at ENA with the accession number PRJEB40438. Source data for all figures in the paper, including raw data underlying graphs and uncropped versions of gels or blots presented in the figures, are available as Mendeley data: 10.17632/ybcvvmtcn9.3. The raw intensity files (.cif files) used to test the TAILseeker3 software (results shown in Supplementary Fig. 3) have not been deposited in a public repository because of their large size but are available from the corresponding author on request. Web links for associated raw data are indicated in each figure legends. All biological materials used in this study, plant lines, and plasmids are available from the authors or the indicated sources.

# Supplementary material for: The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis
**Source:** Nat Commun. 2021 Feb 26;12:1298. doi: 10.1038/s41467-021-21382-2
**Supplement:** Supplementary file 1 — Supplementary Information

**a**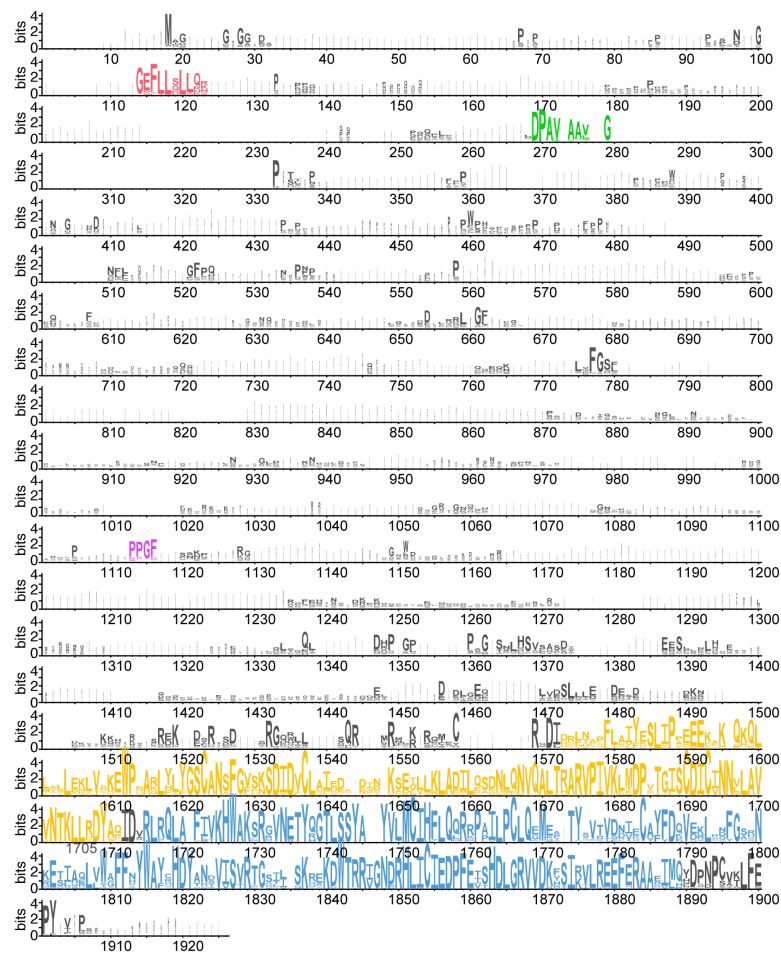**b**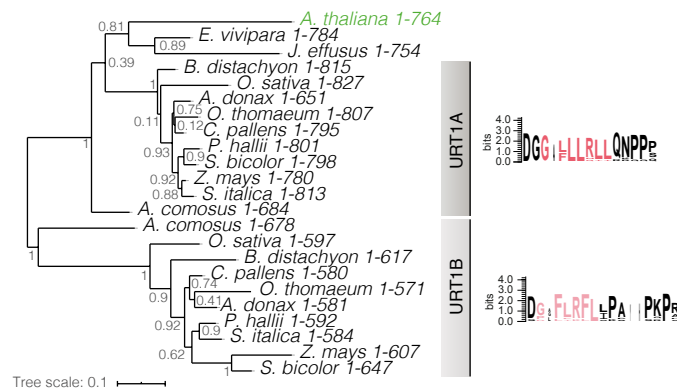

**Supplementary Fig. 1: Conservation of short linear motifs in URT1 sequences across land plants. a** Conservation of URT1 sequences across land plants. Consensus logo displayed in bits calculated from the alignment of 247 URT1 sequence homologs from land plants (see Supplementary Data 1). The conserved M1, M2 and PPGF motifs are highlighted in red, green and purple, respectively.  $\beta$ -like nucleotidyltransferase and poly(A) polymerase-associated domains are highlighted in yellow and blue, respectively. **b** Conservation of the M1 motif in Poales. URT1 homologous sequences in Poales and URT1 from *Arabidopsis thaliana* (see Supplementary Data 1) were aligned using Muscle, curated with Gblocks and used to construct a tree with the maximum-likelihood method and WAG substitution model implemented in PhyML (v. 3.1). Confidence values are shown on branches. The phylogenetic tree shows that URT1 homologs in Poales can be separated into 2 groups (A and B) with 2 distinct M1 motifs. The consensus logos showing the respective conservation of the M1 motif (red/light red in URT1A and URT1B groups, respectively) are shown on the right. The source data are available in Supplementary TableData 1 and at <http://dx.doi.org/10.17632/ybcvmtcn9.3>].

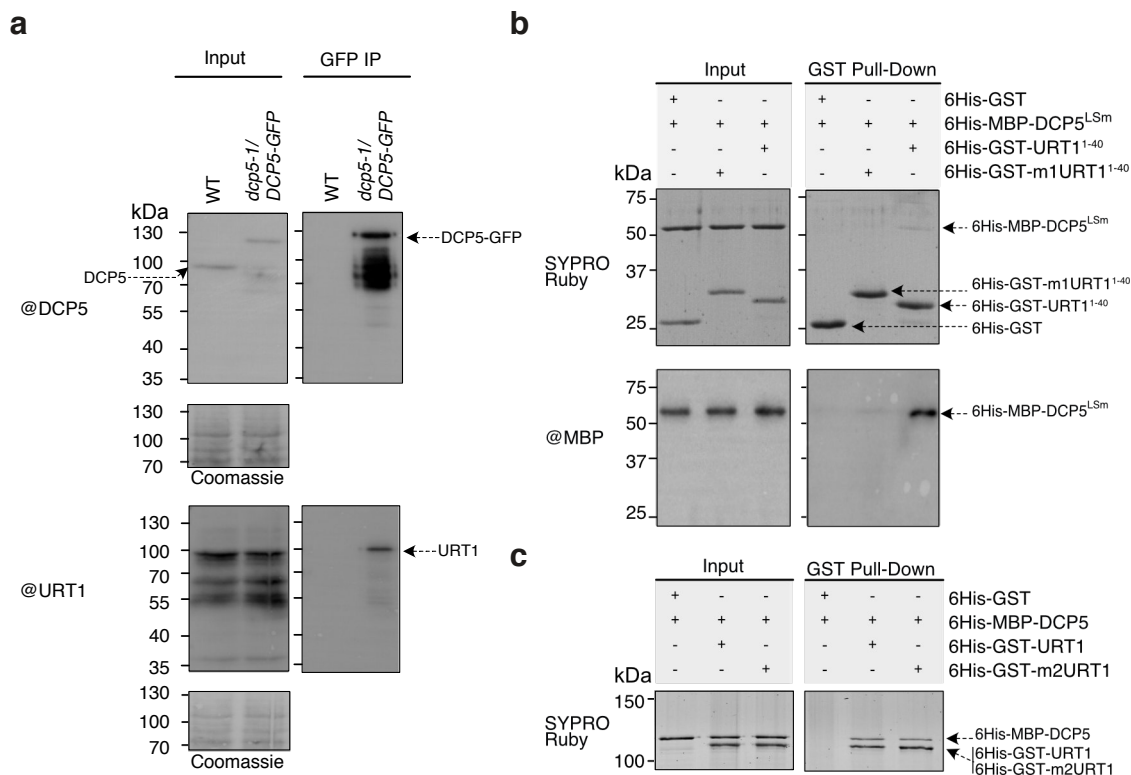

**Supplementary Fig. 2: Additional information related to the URT1-DCP5 interaction.** **a** URT1 co-purifies with DCP5-GFP expressed at endogenous level. WT plants and *dcp5-1* mutants expressing DCP5-GFP at endogenous level were used for IPs using anti-GFP antibodies. Input and eluates were probed with anti-DCP5 or anti-URT1 antibodies as indicated. **b** URT1's M1 motif and DCP5's LSm domain are sufficient for mediating the URT1-DCP5 interaction. *In vitro* GST pull-downs were performed in presence of RNase A using the indicated recombinant proteins. Pull-down and input fractions were analyzed by SDS-PAGE. Gels were either stained with SYPRO Ruby or used for western analysis with anti-MBP antibodies to confirm the identity of 6His-MBP-DCP5<sup>LSm</sup>. **c** URT1's M2 motif is not required for the URT1-DCP5 interaction. *In vitro* GST pull-downs were performed in presence of RNase A with the indicated recombinant proteins. Pull-down and input fractions were analyzed by SDS-PAGE and SYPRO Ruby staining. The source data are available at [\[http://dx.doi.org/10.17632/ybcvmtcn9.3\]](http://dx.doi.org/10.17632/ybcvmtcn9.3).

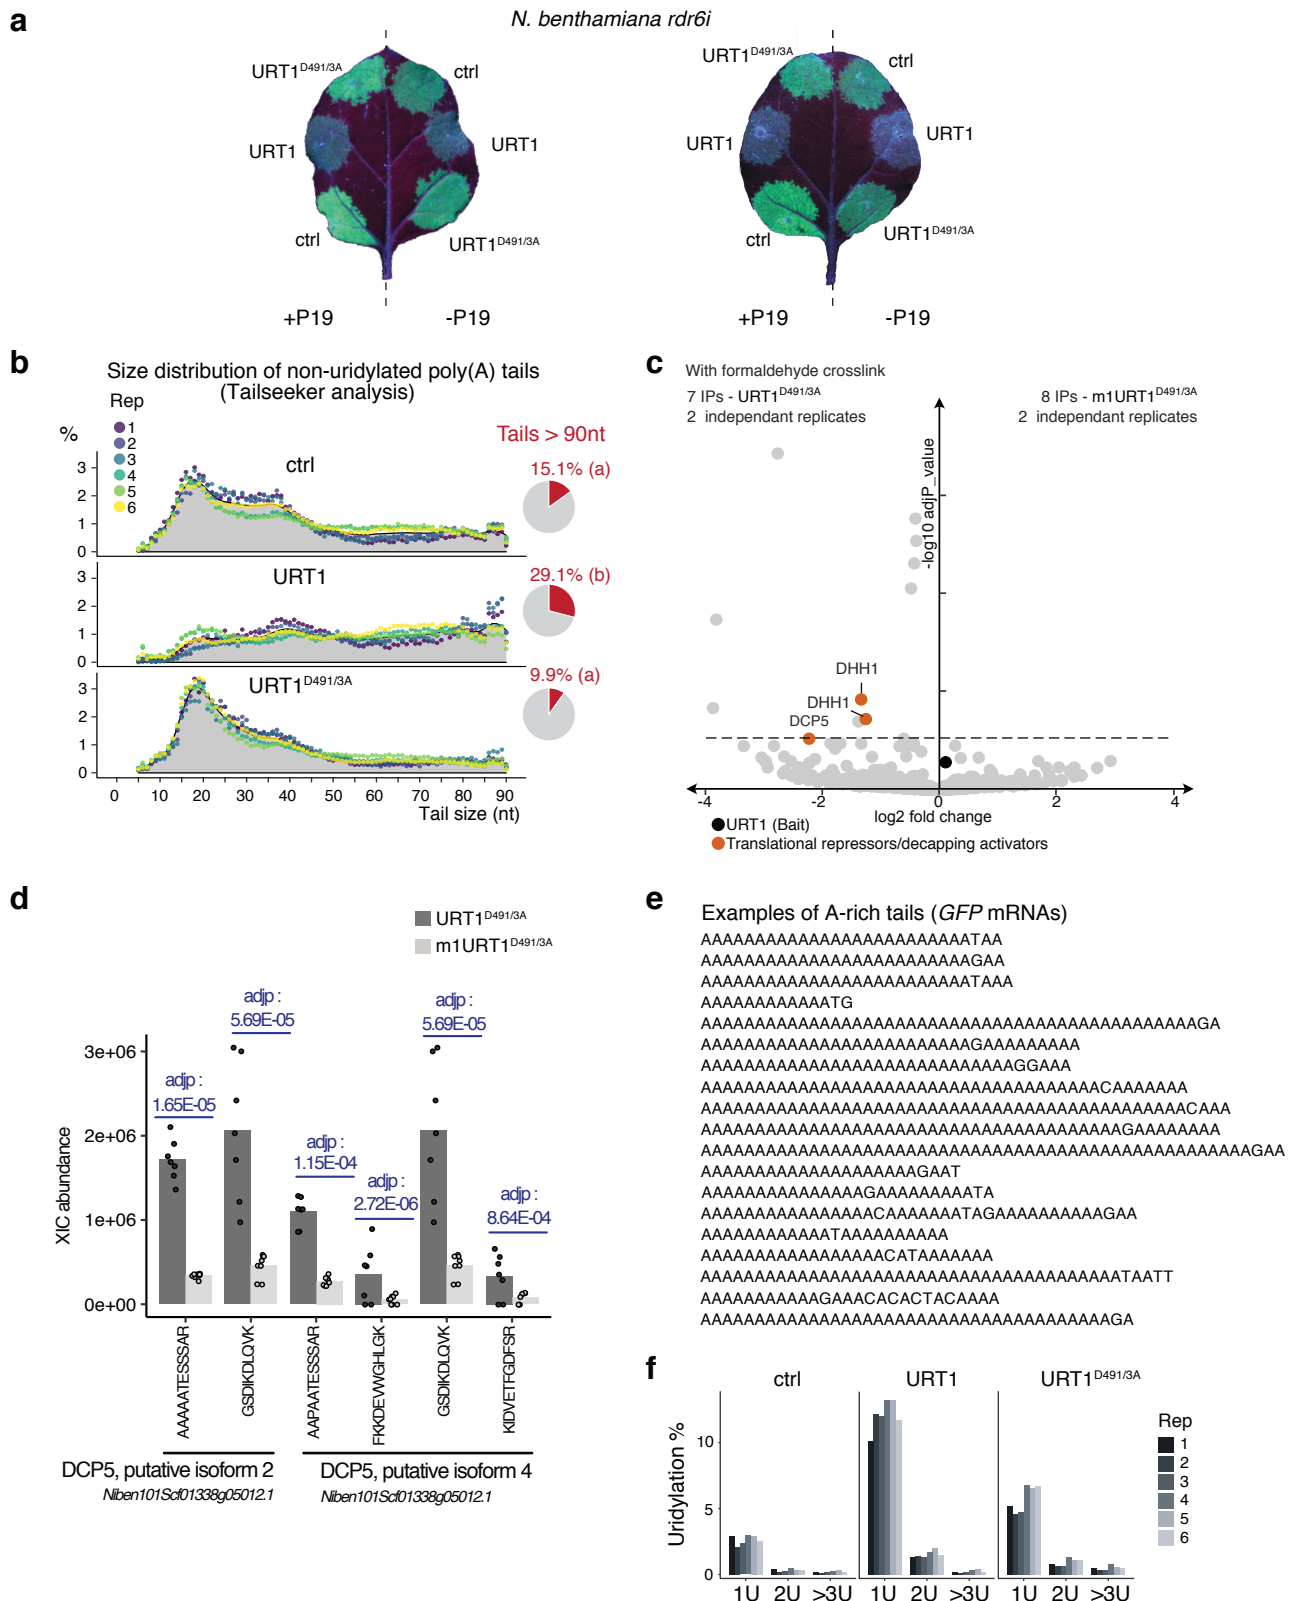

**Supplementary Fig. 3: Additional information related to URT1's impact on GFP expression.** **a** Picture of *N. benthamiana rdr6i* mutant plant leaves under UV light to detect the expression of the *GFP* reporter co-expressed with the different URT1-myc versions indicated, with or without co-expression of the P19 silencing suppressor. **b** Size distribution for non-uridylated poly(A) tails using the TAILseeker software (v3.1, <https://github.com/hyeshik/tailseeker>) for six biological replicates. Individual points are color-coded for each replicate and the average of all replicates is indicated as a grey area. The pie charts represent the average proportion of non-uridylated poly(A) tails longer than 90 As. Letters shown above pie charts represent significant statistical p-value (two-tailed Wilcoxon rank-sum test,  $n=6$ ). Exact p-values are indicated in Supplementary Data 3e. **c** Volcano plot showing *N. benthamiana* proteins differentially depleted ( $\log_2$  fold change < 0) or enriched ( $\log_2$  fold change > 0) in myc-tagged m1URT1<sup>D491/3A</sup> versus myc-tagged URT1<sup>D491/3A</sup> IPs. The dashed line indicates the significant threshold (adjusted p-value < 0.05). **d** XIC (Extracted Ion Chromatograms)-based abundance for peptides that map *N. benthamiana* DCP5 isoforms. Bar plots show the average abundance of all replicates with individual points shown for each replicate. Adjusted p-values are indicated in blue for each peptide. Adjusted p-values are indicated in blue for each peptide. XIC abundances and statistics (two-tailed t-test) were determined using the Proteome Discover software. **e** Examples of A-rich tails for *GFP* mRNAs. **f** Percentage of poly(A) tails with 1U, 2U or at least 3U for six biological replicates. The source data are available in Supplementary Data 3, at [<https://doi.org/10.6019/PXD022676>] and at [<http://dx.doi.org/10.17632/ybcvmtcn9.3>].

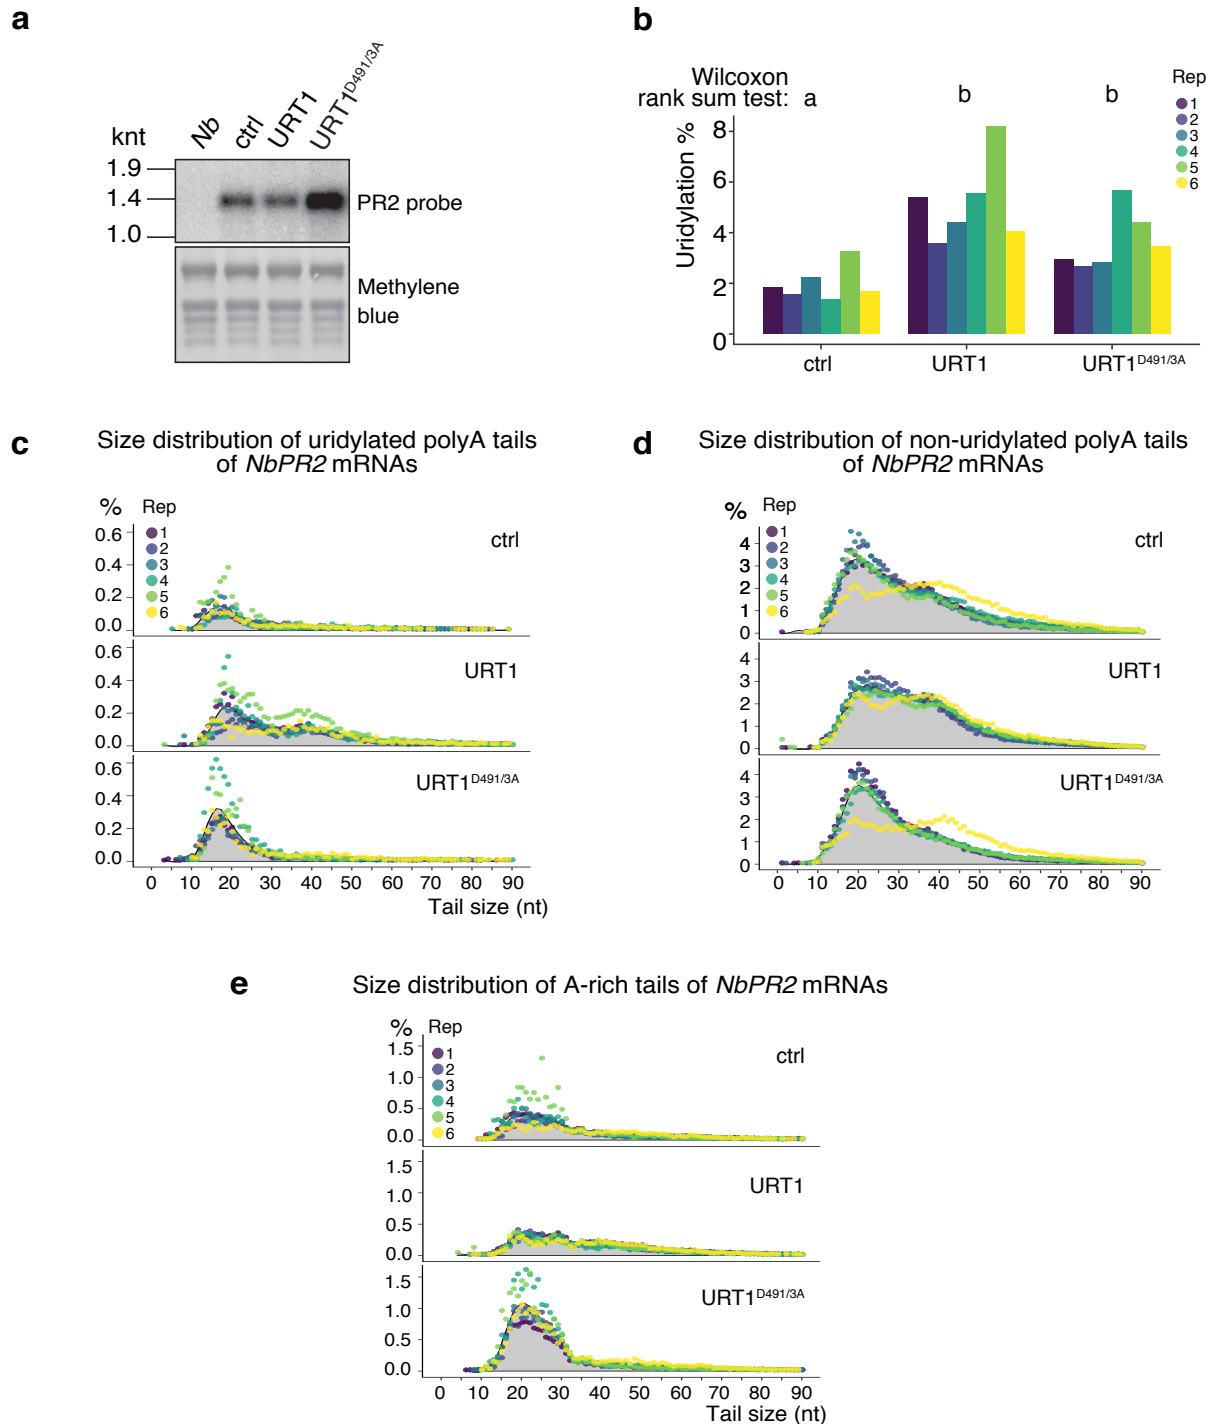

**Supplementary Fig. 4: URT1 ectopic expression affects poly(A) profiles of an endogenous mRNA.** **a** Northern blot showing the levels of endogenous *PR2* mRNAs upon ectopic URT1 expression. *Nb*: uninfected *Nicotiana benthamiana* leaves. **b** Uridylation percentage of endogenous *PR2* mRNAs for six biological replicates. Letters represent significant statistical p-value (two-tailed Wilcoxon rank-sum test,  $n=6$ ). Exact p-values are indicated in Supplementary Data 3e. **c-e** Size distribution of poly(A) tails of endogenous *PR2* mRNAs. The percentages of sequences were calculated for six biological replicates for uridylated (**c**), non-uridylated (**d**) and A-rich (**e**) tails from 1 to 90 nucleotides. The percentages were calculated using the total number of sequences with tails from 1 to 90 nucleotides. Individual points are color-coded for each replicate and the average of all replicates is indicated as a grey area. The source data are available in Supplementary Data 3, at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148409> and at <http://dx.doi.org/10.17632/ybcvmtcn9.3>.

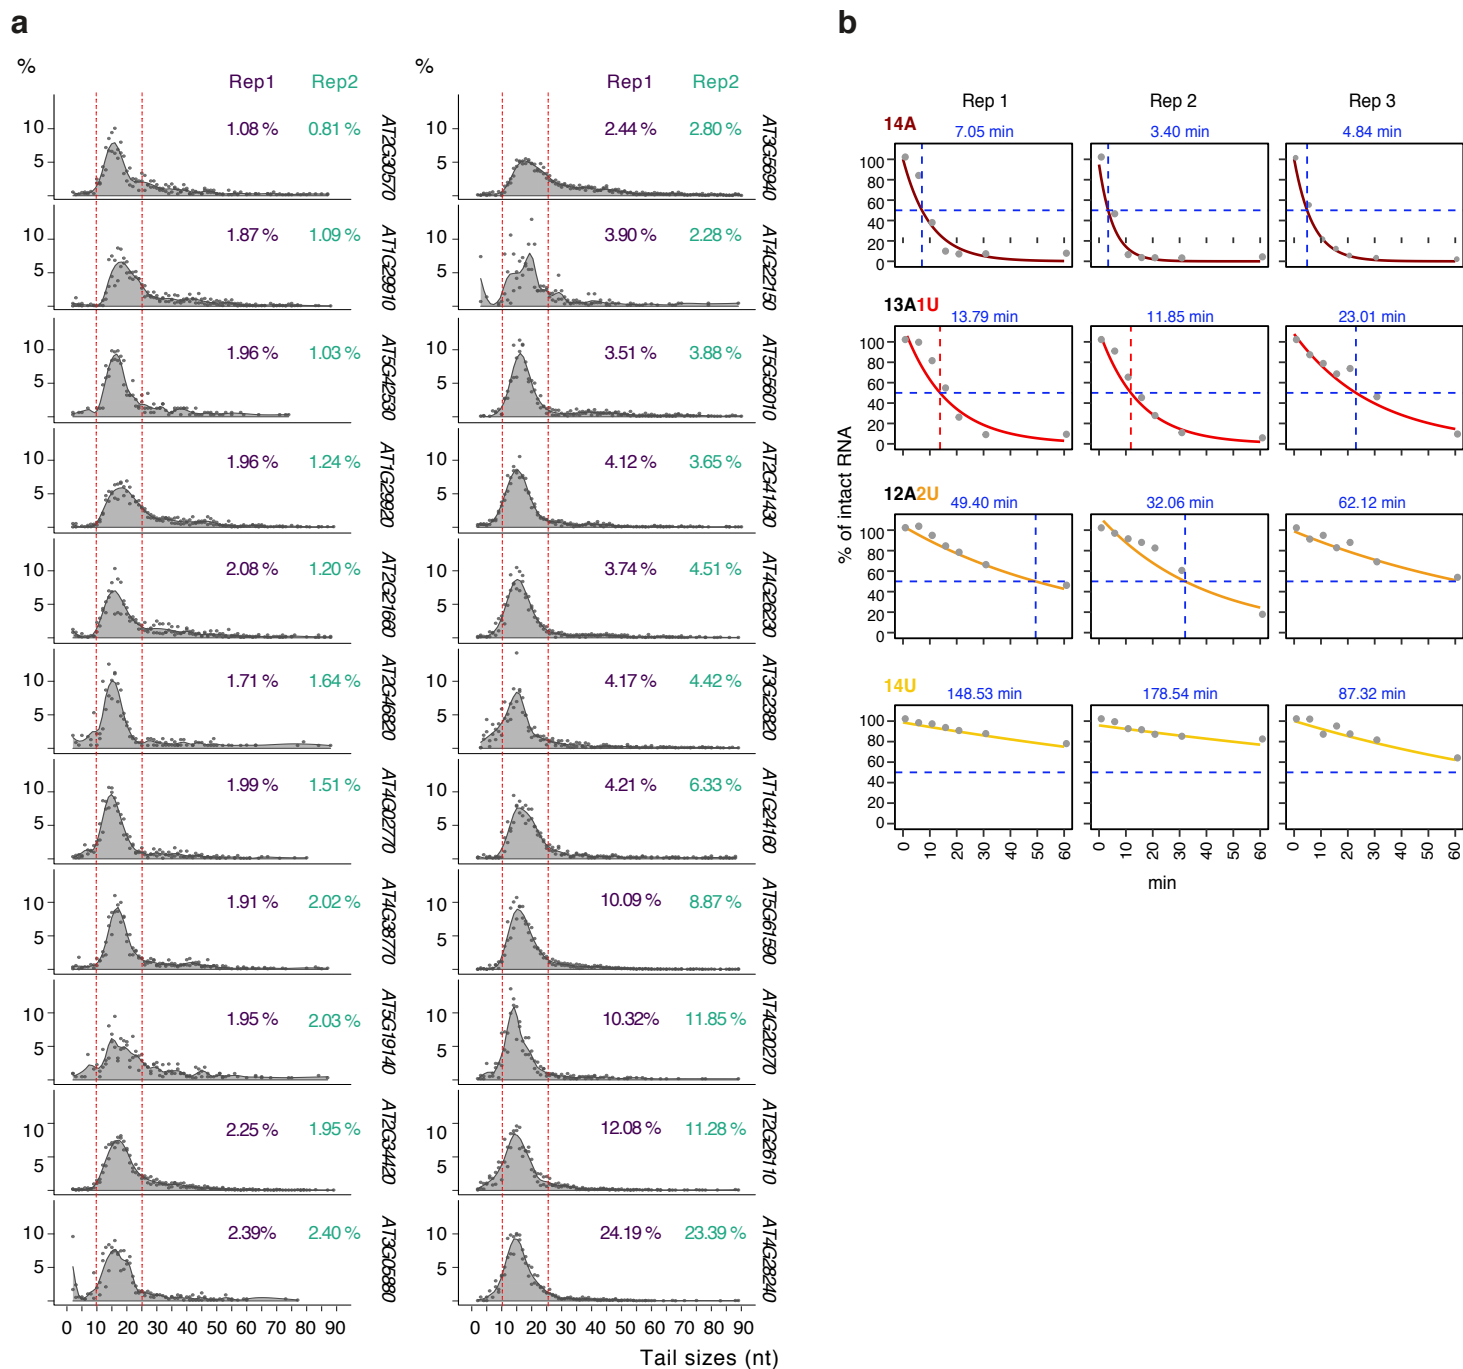

**Supplementary Fig. 5: Uridylation tags mostly oligoadenylated mRNAs with less than 25As and impedes deadenylation *in vitro*.** **a** Distribution of poly(A) tail sizes for uridylated sequences of 22 mRNAs in Arabidopsis plants. To facilitate intergenic profile comparison, the percentages of sequences were calculated using the total number of uridylated sequences for tails from 1 to 90 nt for two biological replicates. Tail length comprises As and 3' terminal uridines. Dashed lines indicate the 10 and 25 nt tail sizes. Numbers indicate the uridylation percentage in each WT replicate for each mRNA. **b** Half-life calculation for deadenylation assay. Points show the disappearance of the different RNA substrates after incubation with 6His-GST-CAF1b. Half-lives were calculated for each substrate and replicate using a quasi-Poisson regression (colored lines on graphs) and are indicated in blue. The source data are available in Supplementary Data 3 and at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148406>.

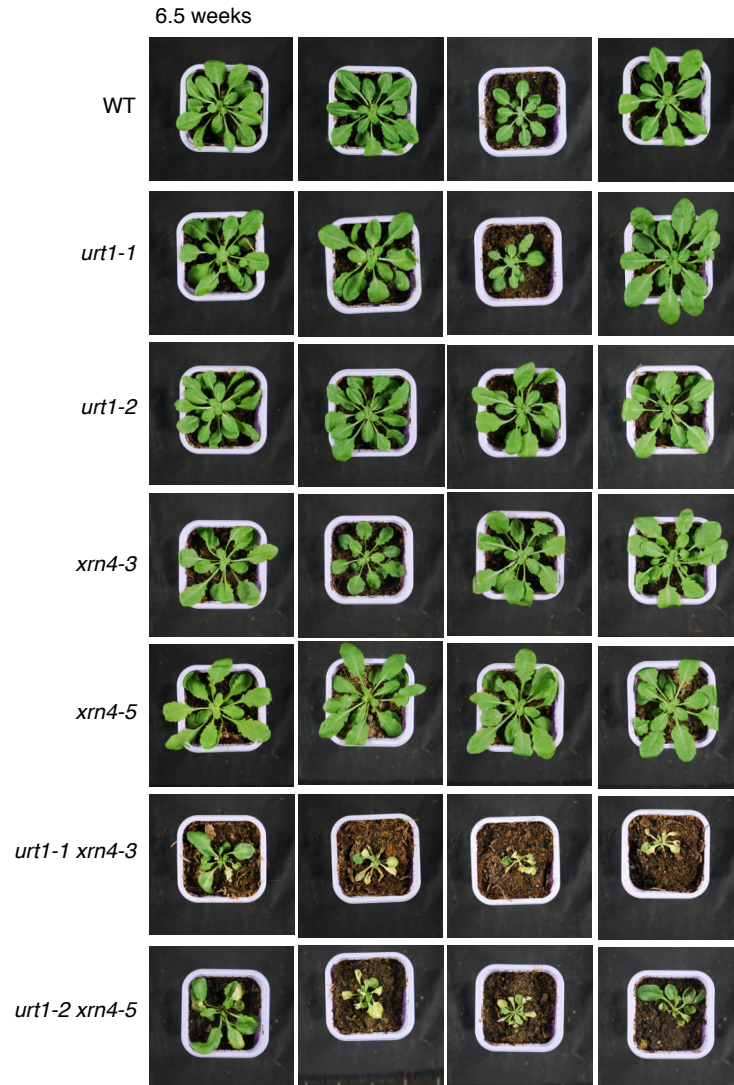

**Supplementary Fig. 6: Inactivation of both URT1 and XRN4 triggers a severe developmental phenotype.** Rosettes of WT, *urt1-1*, *urt1-2*, *xrn4-3*, *xrn4-5*, *urt1-1 xrn4-3*, *urt1-2 xrn4-5* plants. Plants were grown for 6.5 weeks in 12h light/12h darkness photoperiod conditions.

## Supplementary Methods

### Characterization of URT1 sequence and phylogeny

The URT1 homologous sequences were collected by searching amino acid or nucleotide sequence databases using BLASTP or TBLASTN at National Center for Biotechnology Information (NCBI)<sup>1</sup> or Phytozome<sup>2</sup>. Nucleotide sequences were converted into protein sequences using the ExPASy translate tool<sup>3</sup>. Positions of the different URT1 domains were determined using the Superfamily 2 webserver<sup>4</sup>. Amino acid compositional bias of the Arabidopsis URT1 sequence (Fig. 1a) was calculated using the fLPS program<sup>5</sup> with default parameter values ( $m = 15$ ,  $M = 500$ ,  $t = 0.001$ ) using the amino-acid frequencies of Arabidopsis proteome (Araport 11) as a reference. Disorder scores shown in Fig. 1b and 1c were predicted using the ESpritz-NMR method<sup>6</sup> implemented in the FIELDS webserver<sup>7</sup>. To compare URT1 homologs, protein lengths were normalized to calculate the disorder score per centile. Multiple protein alignments used in Fig. 1d, Supplementary Fig. 1a and 1b were constructed with the software MUSCLE (v3.8.31)<sup>8</sup> through the Jalview interface<sup>9</sup> using default parameters. Conservation scores of URT1 amino acids in Fig. 1d were calculated using the ConSurf webserver<sup>10</sup> with an alignment of 247 URT1 homolog sequences using Arabidopsis URT1 as a reference and the implemented Maximum Likelihood method<sup>11</sup> and WAG substitution model<sup>12</sup>. The sequence logo was generated using the Weblogo3 tool<sup>13,14</sup>. The phylogenetic tree of URT1 homologs in Poales (Supplementary Fig. 1b) was built with the maximum-likelihood method and WAG substitution model implemented in PhyML (v. 3.1) after curation of the alignment<sup>15,16</sup>. iTOL<sup>17</sup> was used to draw the three representation and calculate confidence values.

### Bacterial expression of recombinant protein and purification

Recombinant proteins were expressed into *Escherichia coli* BL21 DE3 (genotype: F- ompT gal dcm lon hsdSB(rB- mB-)  $\lambda$ (DE3 [lacI lacUV5-T7 gene 1 ind1 sam7 nin5])) from constructs listed in Supplementary Data 7. Bacteria were grown in Luria-Bertani (LB) liquid medium at 37°C until an optical density at 600 nm (OD<sub>600</sub>) of 0.8 was reached. The temperature was then decreased to 20°C and protein expression was induced for 5 h by the addition of 1 mM of isopropyl-thio-D-galactoside (IPTG). Bacteria were pelleted by centrifugation for 15 min at 4000 g, washed twice with 50 ml of PBS (137 mM NaCl, 10 mM Na<sub>2</sub>HPO<sub>4</sub>, 1.8 mM KH<sub>2</sub>PO<sub>4</sub>, 2.7 mM KCl, pH 7.4). Bacteria were finally resuspended in lysis buffer (20 mM MOPS pH 7.2, 250 mM KCl, 15 % glycerol, 0.1 % Tween 20, 0.2 mM DTT and protease inhibitors (cOmplete, EDTA-free Protease Inhibitor Cocktail, Roche)) to obtain an OD<sub>600</sub> of 20. Bacteria were disrupted by sonication cycles (2 s ON/5 s OFF for a total sonication time of 1 min) at an amplitude of 60 % (Vibracell Bioblock Scientific 75115). Cell debris were removed by centrifugation at 16,000 g for 30 min at 4°C. The bacterial lysate was filtrated through a 0.45  $\mu$ m filter before incubation for 3 h with amylose resin (NEB) or glutathione-sepharose 4B resin (GE healthcare) at 4°C with constant rotation. The slurry was transferred to gravity-flow columns and washed with 20 mM MOPS pH 7.2, 250 mM KCl, 15 % glycerol and 0.1 % Tween 20. MBP tagged proteins were eluted from the amylose resin with an elution buffer composed of 20 mM MOPS pH 7.2, 150 mM KCl, 15 % glycerol, 0.1 % Tween 20 supplemented with 10 mM maltose monohydrate. For the purification of GST-tagged proteins, the elution buffer was supplemented with 10 mM reduced glutathione. The eluted protein fractions were dialysed overnight at 4°C using dialysis tubing cellulose membranes (Sigma-Aldrich, molecular weight cut-off of ~14,000 kDa) in 20 mM MOPS pH 7.2, 100 mM KCl, 15 % glycerol and 0.1 % Tween 20.

6His-MBP-DCP5 expression was performed in ZYP50502 autoinducing media<sup>18</sup>. Bacteria were grown at 37°C for 4 h and then at 20°C overnight. 650 ml of bacterial suspension were pelleted by centrifugation at 8,000 g for 30 min at 4°C and subsequently resuspended in a lysis buffer composed of Tris-HCl 50 mM pH 7.5, NaCl 300 mM, glycerol 5 % and lysed using a LM20 Microfluidizer® (Microfluidics). The cell extract was clarified by centrifugation at 17,000 g for 1 h at 4°C. The supernatant was filtered through a 0.22  $\mu$ m filter before incubation for 1 h with amylose resin at 4°C with constant rotation. The resin-clarified lysate mix was applied on a gravity-flow column, and the resin was washed twice with 20 mL of lysis buffer. Bound proteins were eluted with 5 ml of Tris-HCl 50 mM pH 7.5, NaCl 300 mM, glycerol 10 % and 10 mM maltose. The elution fraction was dialyzed overnight at 4°C using dialysis tubing cellulose membranes (Sigma-Aldrich, molecular weight cut-off of ~14 000) in Tris-HCl 50 mM pH 7.5, NaCl 300

mM, glycerol 10 %. Full-length 6His-MBP-DCP5 was separated from a C-terminally truncated product by anion exchange chromatography using a MonoQ (Sigma-Aldrich) column and a linear gradient from 50 to 600 mM NaCl in 25 mM Tris-HCl pH7.5, 10 % glycerol.

### **Quantification of GFP fluorescence in agroinfiltration experiments**

The intensity of the GFP fluorescence was quantified using ImageJ (v1.52). The images were first converted into 8-bit images and split into RGB single channels. For each leaf and infiltrated patch, the average pixel intensity of three different areas was measured on the green channel. To estimate the background level, average pixel intensity was also measured for three area outside infiltrated patches for each leaf. These background values were then subtracted from the average pixel intensity of each patch. Finally, the calculated fluorescence intensity was normalized to the intensity of the control patch of the corresponding leaf.

### **Quantification of CAF1b activity**

Radiolabeled RNAs were visualized and quantified using an Amersham Typhoon IP Biomolecular Imager (GE Healthcare Life Sciences) and the QuanTL software. Three biological replicates were analyzed to quantify the disappearance of intact substrate RNA. Signals at time zero were used for normalization. Half-lives were calculated using the quasi-Poisson regression of the stats R packages (3.6.1).

### **3' RACE-seq data processing**

Fastq files were analyzed by a set of homemade scripts using python (v2.7), biopython (v1.63)<sup>19</sup> and regex (v2.4) libraries. Reads with low quality bases ( $= < Q10$ ) within the 15-base random sequence of the read 2 or within the 30 bases downstream of the delimiter sequence were filtered out. Sequences with identical nucleotides in 15-base random sequence were deduplicated. Next, 20 nucleotides sequences corresponding to nucleotides of the transcript that maps downstream the forward PCR2 primer (Supplementary Data 7) were searched into reads 1 to identify the corresponding target mRNAs. One mismatch was tolerated. Matched reads 1 and their corresponding reads 2 were extracted and annotated. Reads 2 that contain the delimiter sequence were selected and subsequently trimmed from their random and delimiter sequences. Then, the analysis was divided into two steps. The aim of the first step was to identify the position of mRNA 3' extremities and to detect untemplated nucleotides. To do this, the 30 nucleotide sequences downstream of the read 2 delimiter sequence were mapped to the corresponding reference sequence, which goes from the first nucleotide of the transcript that maps the forward PCR2 primer to the end of the mRNA. Up to four mismatches were tolerated, with the exception of the first five nucleotides downstream of the mapping site that had to perfectly map. To map the 3' end position of reads 2 with untemplated tails, the sequences of the unmatched reads 2 were successively trimmed from their 3' end, with a one nucleotide trimming step, until they could be mapped to the reference sequence or until a maximum of 30 nucleotide has been removed. For each successfully mapped read 2, untemplated nucleotides at the 3' end were extracted. The aim of the second step was to analyze long mRNA poly(A) tail. Sequencing of long homopolymeric stretches causes a rapid decrease of sequencing quality, making it impossible to exactly map the 3' end of mRNA with long poly(A). We thus looked for long T stretches of at least 10 Ts in the read 2 that failed to map the reference sequence. Poly(A) tails were searched with the constraint that it must begin in the first 30 cycles, which means that the maximal length of the added 3' end modification is limited to 29 nucleotides. Finally, results from step 1 and 2 were compiled and the 3' extension were analyzed. Python and bash source code are available as Mendeley data: <http://dx.doi.org/10.17632/v8d9bd692c.1>.

### **Poly(A) length estimation using Tailseeker software**

We used the level 1 of the TAILseeker software (v3.1, <https://github.com/hyeshik/tailseeker>)<sup>20</sup> which performs PCR duplicate removal, poly(A) length measurement ( $\geq 5$  nt) and identification of non-A additions to poly(A) tails. Default setting were used with exception of the following parameters "max\_cctr\_scan\_left\_space", "max\_cctr\_scan\_right\_space" and "poly(A)\_boundary\_pos" that were set to 20, 20 and 120, respectively. The "third party basecaller" option was also deactivated. To identify the

corresponding target mRNAs, 20 nt sequences that maps downstream the forward PCR 2 primer (Supplementary Data 7) were searched in the read 1. Finally, a homemade script based on python 2.7 was used to analyze the composition of non-A modifications detected by the Tailseeker software. Python and bash source code are available as Mendeley data: <http://dx.doi.org/10.17632/v8d9bd692c.1>.

### TAIL-seq data processing

The base calls were retrieved after initial data processing by the MiSeq Control Software v 2.6 and the sequences having identical sequences in the 1st to 15th cycles in read 2 were deduplicated. In order to identify transcripts, read 1 sequences were mapped onto the *Arabidopsis thaliana* reference genome (TAIR 10) using Hisat2 (v2.1.0)<sup>21</sup> and Bowtie2<sup>22</sup>. The resulting alignment was annotated using the intersectBed tool from the BEDTools suite (v2.17.5)<sup>23</sup> and the Arabidopsis annotation file TAIR10\_GFF3\_genes.gff (<http://www.arabidopsis.org>). Reads 1 that map onto cytosolic mRNAs and their corresponding reads 2 were extracted and used for further analyses. Reads 2 that contain the delimiter sequence were selected and subsequently trimmed from their random and delimiter sequences. A homemade python script was then used to extract poly(A) tails (>5 nt) and their potential 3' end modification from the remaining read 2. Poly(A) were detected with a constraint that it must begin within the first 30 cycles, so the maximum detectable 3' end modification of poly(A) tails was limited to the last 29 nucleotides of insert. Detected poly(A) and 3' extensions were finally analyzed for their size and composition using a homemade script based on python 2.7. Python and bash source code are available as Mendeley data: <http://dx.doi.org/10.17632/v8d9bd692c.1>.

### Small RNA-seq data processing

Sequencing quality was assessed with a PhiX reference spiked in the flow-cell that gave an average sequencing error rate of 0.16 % with 92 % of the reference nucleotides having a Q-score  $\geq 30$  (Phred calculation). 'TGG AATTCTCGGGTGCCAAG' sequence corresponding to the 20 nt sequence of the 5' end of the 3' adapter was searched and removed using in-house Fasteris pipeline. Trimmed reads of 14 nt to 30nt in length were selected to be mapped to TAIR10 genome using Bowtie (v1.0.0)<sup>24</sup> by permitting up to 1 mismatch. Reads that could map to more than 50 loci were discarded and only the best alignment(s) of each small RNA sequence was kept. BEDTools suite (v2.17.0)<sup>23</sup> was then used to annotate and count reads that map to mRNAs using intersectBed and multiBamCov tools, respectively, with default settings. mRNAs were annotated based on TAIR10 annotation (<http://www.arabidopsis.org>). 

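Counting by multiBamCov gives each mRNA locus every alignment that overlaps it, so a read in a region shared by overlapping loci counts at each of them. Where loci overlapped by at least 50% of the shorter one, keeping only 1 of them left out 188 loci of the list. With them left out, 2426 loci were raised and 255 lowered in *urt1-1 xrn4-3* against WT. The table also lists 210 loci of the chloroplast and mitochondrial genomes, whose share of the counted reads was 9.21% and 5.76% in the WT libraries and 4.63% and 2.56% in the *urt1-1 xrn4-3* libraries.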

Differential analysis of small RNA accumulation between samples was performed using edgeR package (3.26.5) and its implemented negative binomial generalized log-linear model. 

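The model compares counts after scaling each library by its total and by a normalization factor that assumes most loci to be unchanged. The factors that edgeR computed from the deposited counts by its default method were 0.922 and 0.970 for the WT libraries, 0.998 and 0.906 for *urt1-1*, 1.04 and 1.23 for *xrn4-3*, and 0.885 and 1.10 for *urt1-1 xrn4-3*. The deposited CPM values equal the raw counts divided by the library total and by factors of 0.922, 0.970, 0.999, 0.906, 1.04, 1.23, 0.885 and 1.10 for the same libraries in that order, times 1000000.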

P-value were adjusted using the Benjamini Hochberg method.

### Supplementary References

1. Sayers, E. W. *et al.* Database resources of the National Center for Biotechnology Information. *Nucleic Acids Res.* **47**, D23–D28 (2019).
2. Goodstein, D. M. *et al.* Phytozome: a comparative platform for green plant genomics. *Nucleic Acids Res.* **40**, D1178–1186 (2012).
3. Gasteiger, E. *et al.* ExPASy: The proteomics server for in-depth protein knowledge and analysis. *Nucleic Acids Res.* **31**, 3784–3788 (2003).
4. Pandurangan, A. P., Stahlhacke, J., Oates, M. E., Smithers, B. & Gough, J. The SUPERFAMILY 2.0 database: a significant proteome update and a new webserver. *Nucleic Acids Res* **47**, D490–D494 (2019).
5. Harrison, P. M. fLPS: Fast discovery of compositional biases for the protein universe. *BMC Bioinformatics* **18**, 476 (2017).
6. Walsh, I., Martin, A. J. M., Di Domenico, T. & Tosatto, S. C. E. ESpritz: accurate and fast prediction of protein disorder. *Bioinformatics* **28**, 503–509 (2012).
7. Piovesan, D., Walsh, I., Minervini, G. & Tosatto, S. C. E. FELLs: fast estimator of latent local structure. *Bioinformatics* **33**, 1889–1891 (2017).
8. Edgar, R. C. MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Res.* **32**, 1792–1797 (2004).
9. Waterhouse, A. M., Procter, J. B., Martin, D. M. A., Clamp, M. & Barton, G. J. Jalview Version 2—a multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189–1191 (2009).

10. Ashkenazy, H., Erez, E., Martz, E., Pupko, T. & Ben-Tal, N. ConSurf 2010: calculating evolutionary conservation in sequence and structure of proteins and nucleic acids. *Nucleic Acids Res.* **38**, W529-533 (2010).
11. Pupko, T., Bell, R. E., Mayrose, I., Glaser, F. & Ben-Tal, N. Rate4Site: an algorithmic tool for the identification of functional regions in proteins by surface mapping of evolutionary determinants within their homologues. *Bioinformatics* **18 Suppl 1**, S71-77 (2002).
12. Whelan, S. & Goldman, N. A General Empirical Model of Protein Evolution Derived from Multiple Protein Families Using a Maximum-Likelihood Approach. *Mol Biol Evol* **18**, 691–699 (2001).
13. Crooks, G. E., Hon, G., Chandonia, J.-M. & Brenner, S. E. WebLogo: a sequence logo generator. *Genome Res.* **14**, 1188–1190 (2004).
14. Schneider, T. D. & Stephens, R. M. Sequence logos: a new way to display consensus sequences. *Nucleic Acids Res.* **18**, 6097–6100 (1990).
15. Castresana, J. Selection of conserved blocks from multiple alignments for their use in phylogenetic analysis. *Mol. Biol. Evol.* **17**, 540–552 (2000).
16. Dereeper, A. *et al.* Phylogeny.fr: robust phylogenetic analysis for the non-specialist. *Nucleic Acids Res.* **36**, W465-469 (2008).
17. Letunic, I. & Bork, P. Interactive tree of life (iTOL) v3: an online tool for the display and annotation of phylogenetic and other trees. *Nucleic Acids Res.* **44**, W242-245 (2016).
18. Studier, F. W. Protein production by auto-induction in high density shaking cultures. *Protein Expr. Purif.* **41**, 207–234 (2005).
19. Cock, P. J. A. *et al.* Biopython: freely available Python tools for computational molecular biology and bioinformatics. *Bioinformatics* **25**, 1422–1423 (2009).
20. Chang, H., Lim, J., Ha, M. & Kim, V. N. TAIL-seq: genome-wide determination of poly(A) tail length and 3' end modifications. *Mol. Cell* **53**, 1044–1052 (2014).
21. Kim, D., Langmead, B. & Salzberg, S. L. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **12**, 357–360 (2015).
22. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
23. Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842 (2010).
24. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biology* **10**, R25 (2009).

# Supplementary material for: The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis
**Source:** Nat Commun. 2021 Feb 26;12:1298. doi: 10.1038/s41467-021-21382-2
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary Data 1**

**Description:** Sequences used for phylogeny analysis, Related to Fig. 1.

### **Supplementary Data 2**

**Description:** Differential analysis of protein accumulation in URT1 IPs as compared to control or to m1 URT1 IPs, Related to Fig. 2 and Supplementary Fig. 3. a,b Differential analysis of protein accumulation in URT1 IPs as compared to control IPs. Immunoprecipitation experiments were performed with (a) or without (b) formaldehyde crosslink. c Differential analysis of protein accumulation in m1URT1 IPs as compared to URT1 IPs. d Details of biological material used for IPs.

### **Supplementary Data 3**

**Description:** Source data related to 3'RACE-seq experiments, Related to Fig. 3-5 and to Supplementary Fig. 3-5. Number of reads analyzed at each step of the data processing for *N. benthamiana* (a,b) and *A. thaliana* (c,d).

### **Supplementary Data 4**

**Description:** Source data related to nanopore DRS experiments, Related to Fig. 5a. Summary of the number of reads obtained for nanopore DRS.

### **Supplementary Data 5**

**Description:** Source data related to TAIL-seq experiment, Related to Fig. 5d and 6f. a Summary of the number of reads obtained at each step of the data processing step. b Uridylation frequency for the 3440 detected mRNAs.

### **Supplementary Data 6**

**Description:** Source data related to small RNA-seq experiment, Related to Fig. 6. a Summary of the number of reads obtained for small RNA-seq. b Total number of 21-25 nt reads that map on mRNAs in WT, *urt1-1*, *xrn4-3* and *urt1-1 xrn4-3*. c List of mRNA loci that show differential siRNA accumulation in *urt1-1*, *xrn4-3*, *urt1-1 xrn4-3* when compared to WT.

### **Supplementary Data 7**

**Description:** List of primers and plasmids used in this study

# Supplementary material for: The TUTase URT1 connects decapping activators and prevents the accumulation of excessively deadenylated mRNAs to avoid siRNA biogenesis
**Source:** Nat Commun. 2021 Feb 26;12:1298. doi: 10.1038/s41467-021-21382-2
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina sequencing: HiSeq Control Software 2.2.38, MiSeq Control Software 2.6.2.1  
Image visualisation : Amersham Typhoon Scanner v1.0.0.7, ImageJ 1.52a, Attan DIGE imager v1.0 (Amersham Biosciences), Fusion FX camera system (2013, Vilber Lourmat)  
LCMSMS : XCalibur v4.3 ( QExactive+), Analyst v 1.6 (TripleTOF5600)  
Nanopore sequencing : MinKNOW Core v3.6.5

Data analysis

Proteomic :  
- Raw data processing : Proteome Discoverer software (v2.3, Thermo Scientific);  
- Peptide and protein identification (database search): Mascot (version 2.5, Matrix Science)  
- Peptide and protein validation, Spectral Count quantification and samples alignment: Proline 1.4 software.  
- Differential analysis based on spectral counts: IPInquiry R package v4.5 (<https://github.com/hzuber67/IPInquiry4>),  
Illumina sequencing:  
- HiSeq Control Software 2.2.38, RTA 1.18.61.0, CASAVA-1.8.2 (Illumina) ;  
- MiSeq Control Software 2.6.2.1 MiSeq Reporter 2.6.2.3  
- Mapping and analysis: Bowtie v1.0.0, Bowtie 2 v2.3.5, Hisat2 v2.1.0, BEDTools suite v2.17.0,  
- TAILseeker software v3.1  
Statistic analyses :  
- R 3.6.1, Rstudio 1.2  
- R packages : edgeR 3.26.5, stats 3.6.1, multcompView 0.1-8.  
Phylogenetic analysis : BLASTP (NCBI, 2019), TBLASTN (NCBI, 2019), Expasy translate tool (2019), MUSCLE v3.8.31, PhyML v. 3.1, Gblocks 0.91b, FELLs v1.1,

Jalview 2.10.5, iTOL 5, SUPERFAMILY 2.0, WebLogo3, fLPS, FIELDS v1.1

Gene ontology analysis : DAVID 6.8

Nanopore sequencing : Guppy 4.0.11 (Oxford Nanopore Technologies), MiniMap 2.17, Nanopolish 0.13.2

Quantification of CAF1b activity : ImageQuant software v8.1

Quantification of GFP fluorescence: ImageJ v1.52

3'RACE-seq pipelines : python (v2.7), biopython (v1.63), regex (v2.4). Python and bash source code are available as Mendeley data at <http://dx.doi.org/10.17632/v8d9bd692c.1>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

NGS datasets generated during this study have been deposited in NCBI's Gene Expression Omnibus<sup>70</sup> and are accessible through GEO Series accession number GSE148449. GEO Series accession numbers for individual datasets are GSE148406 for 3' RACE-seq in Arabidopsis, GSE148409 for 3' RACE-seq in N. benthamiana, GSE148417 for TAIL-seq and GSE148427 for small-RNA seq.

Mass spectrometry proteomics raw data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository<sup>71</sup> with dataset identifiers PXD018672 (10.6019/PXD018672) and PXD022676 (10.6019/PXD022676) for Arabidopsis and N. benthamiana, respectively.

Raw data for Nanopore DRS have been deposited at ENA with the accession number PRJEB40438.

Source data for all figures in the paper, including raw data underlying graphs and uncropped versions of gels or blots presented in the figures, are available as Mendeley data: <http://dx.doi.org/10.17632/ybcvmtcn9.2>.

The raw intensity files (.cif files) used to test the TAILseeker3 software (results shown in Supplementary Fig. 2) have not been deposited in a public repository because of their large size but are available from the corresponding author on request.

Web links for associated raw data are indicated in each figure legends.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. The sample size was determined based on the cost, the complexity and sufficient statistical power of the experimental approach and takes into account the technical and biological variability. The sample size was similar to the one typically used for similar approaches.                                                                                                                                                                                            |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | All experimental findings were reproduced in independent replicates. The number of independent replicates is indicated in the figure or in the corresponding figure legend. In addition, most experimental findings were validated using alternative experimental approaches. Of note, in our manuscript, biological replicates refer to plants of the same genotype grown at different times. In addition, some biological replicates originated from a different seed stock or an independent mutagenesis event. |
| Randomization   | Due to the nature of experimental setup, randomization is not reasonably applicable                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | Due to the nature of experimental setup, blinding is not reasonably applicable                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Mouse monoclonal anti-c-Myc (Roche, 11667203001)  
 Rabbit polyclonal anti-MBP (Invitrogen, PA1-989)  
 Goat anti-Mouse IgG (H+L) (Invitrogen G-21040)  
 Goat anti-Mouse IgG (H+L) (Invitrogen, G-21040)  
 Goat anti-Rabbit IgG (H+L) (Invitrogen, G-21234)  
 Rabbit polyclonal anti-URT1 (Zuber et al. 2016)  
 Rabbit polyclonal anti-DCP5 (provided by Rémy Merret and Cécile Bousquet-Antonelli , Perpignan, France)

Validation

In our study, antibodies were used for western analyses. All western were performed with appropriate controls. For commercial antibodies, please also see product information on the corresponding website.

How the deposited data were processed for this re-analysis (not part of the article)

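Small RNA was measured by sequencing in plantlets of the Col-0 accession, WT or carrying *urt1-1*, *xrn4-3* or both mutations, 2 libraries per genotype and 8 in all, after 24 days in vitro with 12 h of light (22 °C) and 12 h of darkness (18 °C). The authors size-selected RNA of 18 to 30 nt, sequenced reads of 50 bp, trimmed the adapter and kept reads of 14 to 30 nt. They mapped these to TAIR10 with Bowtie 1.0.0, allowing 1 mismatch, discarded reads with more than 50 loci, kept the best alignment(s) and counted them on TAIR10 mRNA loci with BEDTools 2.17.0. The table deposited by the authors holds raw counts for 24859 mRNA loci in each library. It also holds CPM values that the authors made by dividing the counts by the library total and by a normalization factor close to the TMM factor, so that these CPM columns do not sum to 1000000. The raw counts were used for every test here, and CPM values in the text are the counts divided by the product of library total and TMM factor and multiplied by 1000000. Libraries were assigned to genotypes from their labels, and the replicate numbers of the labels were used as a block in an alternative model. No other column was left unused.

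Counts were tested with edgeR 4.0.16 in R 4.3.3 (the paper used edgeR 3.26.5). TMM factors, the default of filterByExpr with a count minimum of 10, dispersions from estimateDisp, one coefficient per genotype and the likelihood ratio test were used, with Benjamini-Hochberg adjustment over the 24722 loci tested and a threshold of 0.05. The paper names the negative binomial log-linear model and its list of loci has a likelihood ratio column, which is why this test was taken. Its text does not name the normalization, the filter, the dispersion estimate or a block. The contrasts were each mutant against WT, *urt1-1 xrn4-3* against *xrn4-3*, and the interaction, that is the change between *urt1-1 xrn4-3* and *xrn4-3* minus the change between *urt1-1* and WT. With 2 libraries per genotype, totals were compared by exact two-sided permutation tests, for which the smallest p is 0.333. Standard errors are those of the model coefficients.

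The loci named in the text were chosen by a rule: URT1 and XRN4, the loci called in *urt1-1* where these were at most 10, the 5 most raised and the 5 most lowered loci in *urt1-1 xrn4-3*, the loci raised in all 3 mutants where these were at most 10, genes of silencing and decay that the paper names, as a set, and the 5 most uridylated mRNAs with a called siRNA change. The most raised and most lowered loci had to pass the threshold, to hold a mean of at least 10 reads per library and to have both *urt1-1 xrn4-3* libraries beyond both WT libraries. Loci named outside this rule are said to have been chosen after their values were seen. This rule, the comparisons between genotypes with their tests, the uridylation comparison and the alternatives were set before the data were examined, apart from 5 alternatives that were added afterwards. The simulations without a difference, the analysis of exon number and the tests of possible explanations were not part of that plan, and those chosen only after their result was seen are named where they are given.

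Uridylation percentages came from the paper's Supplementary Data 5b, in which the mRNAs with the highest percentages are given here, and genome-mapped and sequenced reads from Supplementary Data 6a. Uridylation was compared by a two-sided rank-sum permutation test with 100000 resamples in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Odds ratios were pooled within strata by the Mantel-Haenszel method, and a logistic model was fitted with statsmodels 0.14.6. Figures were drawn with matplotlib 3.10.9. Positions are those of the TAIR10 loci in the deposited table. Symbols, exon number, GC content and 21-nt windows came from the TAIR10.1 gene models by locus code, which matched 24447 of the loci, and no position was taken from TAIR10.1. The log2 shifts of libraries used a pseudocount of 1 CPM.

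The alternatives were the quasi-likelihood test, DESeq2 1.42.0 with its size factors and Wald test, RLE size factors, library size only, genome-mapped reads as library sizes, no filter on low counts, at least 10 reads in every library, no chloroplast and mitochondrial loci, overlapping loci counted once, a change of at least 2-fold, only the genotypes compared in the fit, the replicate block, and each library left out in turn. The 5 added later were a replicate block with common and tagwise dispersions and no filter, the quasi-likelihood test with the block, counts without NIA1 and NIA2, reads drawn to the smallest library, and leaving out a library of a genotype that was not compared. The share of 21-nt reads could not be computed, since read sizes were not used here.

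The tests were tested on simulated data with the observed means and dispersions. With 200 loci changed by 3 on the log2 scale and 24502 loci tested, the likelihood ratio test found 197 (98.5%) and called 45 others in the first of 3 simulated data sets. The quasi-likelihood test found 191 (95.5%) and called 15 others, and DESeq2 found 192 and called 26 others. In a contrast without any change the likelihood ratio test called 6 loci, the quasi-likelihood test 0 and DESeq2 7. In the other simulated data sets the likelihood ratio test found 196 and 198 of the 200 loci and called 47 and 42 others. The changed loci were drawn only from those above a minimum mean read count. Their change also exceeded the median of 1.98 of the loci raised in *urt1-1 xrn4-3*. The share found is therefore not the power for smaller changes or loci with few reads. The rank-sum permutation test gave a p under 0.05 in 4.5% of 1000 data sets without a difference and in 100% of those with a shift of 5 percentage points, for groups of 75 and 1600 values. The odds ratio within quartiles of length had a median of 4.02 over 100 simulated data sets for a true value of 4, where the unadjusted odds ratio was 8.37, and one of 0.992 for a true value of 1.

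Between 6045353 and 30064224 reads were counted per library. The pairing of replicate numbers was checked from the deviations of each library from its genotype mean, whose correlation across loci was 0.42 between WT and *urt1-1 xrn4-3*, 0.37 between *urt1-1* and *urt1-1 xrn4-3*, 0.18 between WT and *urt1-1*, 0.15 between *urt1-1* and *xrn4-3*, 0.04 between WT and *xrn4-3* and 0.006 between *xrn4-3* and *urt1-1 xrn4-3*.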

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

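Of the tests in this part, those of excess in single libraries and of a shift towards the double mutant for URT1 in *xrn4-3* replicate 2, and those of shared reads and of negative calls for the interaction, were chosen only after the result was seen.

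The effect of the *urt1-1* mutation differed between the WT and *xrn4-3* backgrounds at 22 loci with a positive interaction by the likelihood ratio test, an effect on small RNA that the paper does not test as a difference. The quasi-likelihood test called 0 loci, with 793 positive and 358 negative interactions at an unadjusted p under 0.05, so the calls depend on how the uncertainty of the dispersion is treated. False calls of the likelihood ratio test were examined in 20 simulated data sets with additive effects, which gave at most 6 positive calls. The share of reads taken by NIA1 and NIA2 was removed by leaving both out, after which 16 positive interactions were called, 2 of the lost loci being NIA1 and NIA2 themselves. With every library drawn to the depth of the smallest, 21 positive interactions were called, 19 of them among the 22. Reads shared with other loci were set against the list, and 16 of the 22 loci have less than 5% of their 21-nt windows in other listed loci, while GTE2 and AT5G10540 overlap and are not independent. None of these 4 tests accounts for the 22 calls. The simulated counts were drawn with the fitted dispersion of each locus and without a replicate effect. They could therefore not show false calls from dispersions larger than the fitted ones or from an excess in a single library. A candidate explanation is that loss of URT1 acts more strongly on small RNA at these loci when XRN4 is missing, which is a hypothesis found and tested on the same 8 libraries. With the replicate block, the likelihood ratio test called 41 positive interactions, the 22 among them, and the quasi-likelihood test, a setting chosen after seeing the data, called 3, all among the 22. Support for single loci thus depends on the test and on the block.

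A negative interaction was called at 8 loci, which were picked out by the same difference between backgrounds. False calls of the likelihood ratio test were examined in the same 20 simulated data sets, which gave a median of 3 and at most 7 negative calls. The 8 observed lie just above the largest of these numbers, and false calls may account for a part of them. With the replicate block 15 negative interactions were called, the 8 among them, while the quasi-likelihood test called 0 (358 at an unadjusted p under 0.05). CBF1 had the smallest adjusted p of the 8, 4.4e-04 by the likelihood ratio test (0.185 by the quasi-likelihood test and 1.3e-04 with the block). Which of the 8 are false calls was not settled, and no biological explanation is offered for them.

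Small RNA at URT1 stood at 271 CPM in *xrn4-3* replicate 2 and at 5.93 to 15.7 CPM in the other 7 libraries, a signal at a locus that the paper does not discuss as a source of siRNAs. Of the 21-nt windows of URT1, 0.265% occur in other listed loci, so reads shared with other loci do not account for the signal. The library held 13 loci, URT1 included, at more than 8 times the level of every other library, against 9 loci in *xrn4-3* replicate 1, 10 in WT replicate 1 and 0 in each of the other 5 libraries. An excess at single loci in a single library is thus not particular to URT1. A biological reading would be that silencing of URT1 in this library made it resemble the double mutant. Over the 483 loci that rose more than 8-fold in *urt1-1 xrn4-3*, this library lay above *xrn4-3* replicate 1 by a median of 1.34 on the log2 scale, and 466 of the loci were higher in it. The difference was 0.50 over the other raised loci and near 0 over all tested loci. NIA1 and NIA2, the most raised loci of the double mutant, were not higher in this library (177 and 345 CPM) than in *xrn4-3* replicate 1 (191 and 408 CPM). The direction of cause was not tested, since siRNAs at URT1 may also be one result of a generally higher siRNA level in this library, and with 1 library the signal cannot be told apart from an excess in a single library.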

How the results depend on the processing

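The test of all 8 libraries, its alternatives and the loci to name were fixed beforehand as the processing summary states, and the settings with tagwise dispersions, with the quasi-likelihood test and block together, without NIA1 and NIA2, with reads drawn to the smallest library, and with one library left out of a genotype that was not compared (which gave the ranges of counts) were chosen after seeing the data.

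Among alternatives that kept both libraries of WT and *urt1-1 xrn4-3*, the 2474 raised loci mostly stayed between 1704 (DESeq2) and 2896 (replicate block). The exception was genome-mapped reads as library sizes, with 4924 raised, which moved the median of all loci. Fits that kept 1 library in a compared genotype carry no test, and their counts are left out here. Of the 1808 loci raised by the quasi-likelihood test, all were among the 2474, as were 1701 of the 1704 raised by DESeq2. The number of loci lowered in the double mutant, 260, was less stable. It was 86 with the quasi-likelihood test, 152 with library size only and 25 with genome-mapped reads. It was 521 with the replicate block and 523 with the block, tagwise dispersions and no filter. Across the fits that each left out 1 library of a genotype not compared, it ran from 180 to 483. For *xrn4-3*, the quasi-likelihood test gave 493 raised loci in place of 1035. The 64 lowered loci of *xrn4-3* became 5 with the quasi-likelihood test and 15 with the quasi-likelihood test and block. They became 22 with library size only, 21 with genome-mapped reads and 40 with at least 10 reads in every library. Across the fits that left out 1 library of a genotype not compared, they ran from 43 to 147. The 884 loci raised in both *xrn4-3* and *urt1-1 xrn4-3* became 468 with the quasi-likelihood test.

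The 7 calls in *urt1-1* became 0 with the quasi-likelihood test (458 loci at an unadjusted p under 0.05) and 1 with DESeq2. They became 0 with the quasi-likelihood test and block (580 loci unadjusted) and 0 with genome-mapped reads (261 loci unadjusted). They became 4 with library size only and 14 with only the genotypes compared in the fit. The block, tagwise dispersions and no filter gave 11. Across the fits that left out 1 library of a genotype not compared, from 2 to 12 loci were called. The 427 loci raised in *urt1-1 xrn4-3* against *xrn4-3* became 41 with the quasi-likelihood test, 282 with DESeq2, 188 with library size only, 234 with only the genotypes compared, and 227 with the quasi-likelihood test and block. They rose to 628 with the replicate block, 598 with genome-mapped reads and 534 with the block, tagwise dispersions and no filter.

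The 22 positive interactions became 0 with the quasi-likelihood test (793 loci at an unadjusted p under 0.05), 13 with at least 10 reads in every library, 41 with the replicate block, 44 with the block, tagwise dispersions and no filter, and 3 with the quasi-likelihood test and block. The 8 negative interactions became 0 with the quasi-likelihood test (358 loci at an unadjusted p under 0.05), 5 with DESeq2, 0 with genome-mapped reads (66 loci unadjusted), 3 with at least 10 reads in every library, 15 with the replicate block, 13 with the block, tagwise dispersions and no filter, 0 with the quasi-likelihood test and block (452 loci unadjusted), and 4 with reads drawn to the smallest library. The cause of these changes was not tested. The replicate block rests on the replicate numbers of the labels, and for comparisons with *xrn4-3* the same-numbered libraries hardly shared deviations (r = 0.04 with WT and 0.006 with *urt1-1 xrn4-3*).

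The median log2 fold change of the raised loci, 1.98, was 2.71 with genome-mapped reads and lay between 1.76 and 2.07 across the fits that left out one library. The ratio of total reads on mRNA loci was 1.58 relative to all sequenced reads, 1.63 for nuclear loci and 1.38 without the 10 loci with the most reads, in each case with the smallest exact p of 0.333, which this design cannot go below. The difference in median WT uridylation was 4.01 percentage points for mRNAs raised more than 2-fold, 11.6 with the quasi-likelihood calls, 11.6 with overlapping loci counted once, 7.28 with the changes of *xrn4-3* and 11.8 with at least 10 reads in every library, each with the smallest permutation p of 1e-05.

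Among the results for single named loci, 252 of the 280 values with a test kept their direction and their side of the threshold, and 28 kept their direction and lost the threshold. Of the 160 values with one library left out, which carry no test, 142 kept their direction within the spread between replicates, 16 moved by more than that spread and 2 reversed. The reversed values were the log2 fold change of XRN4 between *urt1-1* and WT, −0.044, which was 0.054 without WT replicate 1 and 0.029 without *urt1-1* replicate 2 and ranged from −0.14 to 0.054 across the fits that left out one library. The cause was not tested. Of 40 results for named loci, the quasi-likelihood test kept the side of the threshold of 30, DESeq2 of 32, genome-mapped reads of 33, library size only of 37, and RLE size factors and the replicate block of 40.

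The share of 21-nt reads was not run for lack of read sizes, and the interaction and overlaps have no fit with only the genotypes compared. Fits that left out a library kept 1 library in a genotype, so their values carry no test there. With 2 libraries per genotype no comparison of totals can fall below a p of 0.333. In simulated counts the likelihood ratio test added 45 false calls to 197 true ones, so a part of the calls near the threshold is expected to be false. Drawing the reads to the smallest library gave 2111 raised loci in place of 2474, 2005 of them among the 2474, so the depth limits how many loci are called.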

Differences from the paper's values

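The paper lists 523 loci with less small RNA in *urt1-1 xrn4-3* than in WT (Supplementary Data 6c), where 260 were found. Of the alternatives set before the data were examined, RLE size factors (363), only the genotypes compared in the fit (377) and the replicate block (521) gave counts within 1.5 times the paper's, and the others did not. Among those chosen after seeing the values, the count without NIA1 and NIA2 was 374. The replicate block with common and tagwise dispersions and no filter gave 523, the same loci as listed. The fits that each left out one library of a genotype not compared, also chosen after seeing the values, gave from 180 to 483.

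The paper lists 17 loci with less small RNA in *xrn4-3* (Supplementary Data 6c), where 64 were found. Its Fig. 6d shows about 66 for the same comparison, read by eye, from which the 64 do not differ. Library size only (22) and genome-mapped reads as library sizes (21) came within 1.5 times the listed number. The other alternatives set before the data were examined that kept both libraries of WT and *xrn4-3* did not. The quasi-likelihood test with the replicate block, chosen after seeing the values, gave 15. This is closeness in number only: of the 17 listed loci 6 are absent from the deposited counts, and none of the other 11 was called as lowered in *xrn4-3* under any alternative.

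For *urt1-1* the paper shows about 11 changed loci in Fig. 6d, read by eye, where 7 were found. Its list for *urt1-1* (Supplementary Data 6c) holds 8 loci, 3 raised and 5 lowered, while the 7 found are 6 raised and 1 lowered. The numbers are close but the loci are not the same, since none of the 8 was called here under any alternative. The fit with only the genotypes compared (14) and the replicate block (10) closed the gap to the figure. The other alternatives set before the data were examined that kept both libraries of WT and *urt1-1* did not. The block with tagwise dispersions and no filter, chosen after seeing the values, gave 11, and the fits that each left out one library of a genotype not compared, also chosen then, gave from 2 to 12.

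The paper's log2 fold change of URT1 in *urt1-1* is −3.17 (Supplementary Data 6c), where −0.89 was found. Its value for XRN4 in *xrn4-3* is −1.61, where −0.41 was found. Of the alternatives set before the data were examined, those run for single loci did not close either gap (DESeq2, RLE size factors, library size only, genome-mapped reads, the replicate block, the quasi-likelihood test and each library left out in turn), nor did the block with tagwise dispersions and no filter, chosen after seeing the values. The other alternatives were not run for these values.

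The paper's count of 2659 raised loci in *urt1-1 xrn4-3* and the 2474 found here are within 1.5 times of each other. Among alternatives that kept both libraries of WT and *urt1-1 xrn4-3*, this held except with DESeq2 (1704) and genome-mapped reads (4924). The fit with the replicate block, common and tagwise dispersions and no filter gave 2659 raised and 523 lowered loci in *urt1-1 xrn4-3*, 1075 raised and 66 lowered loci in *xrn4-3* and 11 loci in *urt1-1*. It was one of at least 10 combinations of block and dispersion estimate tried after the paper's values were seen. It reaches the paper's counts for *urt1-1 xrn4-3*, its count of raised loci in *xrn4-3* and its values of about 66 and about 11 in Fig. 6d. It does not reach the 17 lowered loci listed for *xrn4-3*. The match was also locus by locus, since 1968 listed entries had log2 fold changes within 0.001 of this fit. Their listed likelihood ratios matched it too. These entries exclude those for *urt1-1* and those lowered in *xrn4-3*. For them, the paper's list can be taken to come from this setting or one that gives the same values. The paper's log2 fold change of URT1 in *xrn4-3*, 3.05, was also reached by this fit and by the replicate block alone, where the likelihood ratio test without block gave 3.46.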

Other observations

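Of the tests in this part, those of the WT small RNA level, of locus length, of intron reads, of mRNA half-life, of the lowered loci and of the listed values were chosen only after the result was seen.

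Loci with fewer exons (TAIR10.1 gene models) were raised more often in *urt1-1 xrn4-3*, which the paper does not report. The share of raised loci was 22.9% of the 4409 loci with 1 exon, 14.3% with 2 exons, 9.91% with 3, 7.36% with 4 to 5, 4.16% with 6 to 10 and 1.69% with 11 or more. The odds ratio of a raised call for loci with 1 exon against all others was 3.85 over 24310 loci, and it was 7.49 for the loci raised in *xrn4-3* and 0.817 for the loci lowered in *urt1-1 xrn4-3*. It was 4.33 with the quasi-likelihood calls, 4.99 with DESeq2, 3.83 with the replicate block and tagwise dispersions added after the data were seen, and 2.58 with genome-mapped reads as library sizes. Within quartiles of the WT small RNA level the odds ratio was 3.73, within quartiles of locus length 2.94 and within quartiles of GC content 3.51. Among loci with less than 5% of their 21-nt windows in other loci it was 4.28, so reads shared between paralogs do not account for it. If reads from introns diluted the change, loci with 1 exon would be raised about as often as loci with introns of a small share. Against loci with introns in the lowest quartile of intron share (up to 18.1% of the locus) the odds ratio was 2.05, so dilution may account for a part of the pattern but not for all of it. Within tertiles of WT uridylation the odds ratio was 5.88, against 6.43 among the mRNAs with a listed uridylation percentage. These are mRNAs abundant enough for TAIL-seq, and as no mRNA levels were available over all loci, the pattern cannot be told apart from a difference in mRNA level. In a logistic model with WT level, length, GC content and shared windows, the odds ratio was 3.02 (95% confidence interval 2.70 to 3.37). When raised calls were permuted within strata of WT level and length, 629 raised loci with 1 exon were expected and 1011 were observed, more than the largest permuted number of 700 (one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). The result is consistent with mRNAs without introns being more prone to siRNA production when XRN4 is missing, a hypothesis that was found and tested on the same data, with loci that are not independent replicates. The part of URT1 in this pattern was not tested, and the odds ratio was higher in *xrn4-3* alone (7.49) than in the double mutant.

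The higher WT uridylation of mRNAs raised more than 2-fold was examined within classes of exon number and of mRNA half-life (the first of the half-life data sets listed in Supplementary Data 5b, with 1688 mRNAs). The difference in median uridylation from mRNAs without a called change was 3.46 percentage points for mRNAs with 1 exon, 4.67 with 2 to 3 and 1.92 with more than 3 exons. Across half-life quartiles, from the shortest, it was 4.04, 4.87, 2.53 and 2.50 percentage points. The adjusted two-sided permutation p of these 7 comparisons was at most 0.0038 (Benjamini-Hochberg). Neither exon number nor half-life removed the difference in any class, while its size varied between 1.92 and 4.87 percentage points.

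The 7 loci called in *urt1-1* were set against simulated counts in which *urt1-1* equals WT, where false calls of the likelihood ratio test had a median of 2 and reached 9 loci. Of the 20 simulated data sets, 4 reached the 7 calls observed, so false calls may account for the *urt1-1* calls, though most simulated data sets gave fewer. The quasi-likelihood test called 0 loci, with 458 at an unadjusted p under 0.05. No biological explanation was tested for these loci.

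Of the 260 loci lowered in *urt1-1 xrn4-3*, 14 fell more than 8-fold. In 10 of these 14, WT replicate 1 held more than 4 times the level of WT replicate 2, which matches an excess in a single WT library. The median log2 fold change of all 14 was −3.88, or −0.89 without WT replicate 1, and 3 of the 14 remained lowered more than 8-fold without it. Among all 260 lowered loci, 31 had more than 4 times more in WT replicate 1 than in WT replicate 2, and 1 had the opposite. No biological explanation was tested for the loci with this excess.

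The paper's list of called loci (Supplementary Data 6c) was compared with the deposited counts. Each listed entry is a locus in a genotype. The list as given here holds 370 of the paper's 2659 loci raised in *urt1-1 xrn4-3*. The fit compared had the replicate block, common and tagwise dispersions and no filter, a setting chosen after the listed values were seen. Of the listed entries, 1968 had log2 fold changes within 0.001 of that fit. Of the 25 entries for *urt1-1* or as lowered in *xrn4-3*, 8 are absent from the deposited counts and 17 are present. Of these 25 entries, 0 had a log2 fold change within 0.001 of that fit. The listed values of the 8 absent entries come from other counts than the deposited ones. That the same holds for the 17 present entries is a possible explanation, which could not be decided with these data. No biological explanation was tested.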
